# Fob1-dependent condensin recruitment and loop extrusion on yeast chromosome III

**DOI:** 10.1371/journal.pgen.1010705

**Published:** 2023-04-14

**Authors:** Manikarna Dinda, Ryan D. Fine, Shekhar Saha, Zhenjia Wang, Chongzhi Zang, Mingguang Li, Jeffrey S. Smith

## Abstract

Despite recent advances in single-molecule and structural analysis of condensin activity *in vitro*, mechanisms of functional condensin loading and loop extrusion that lead to specific chromosomal organization remain unclear. In *Saccharomyces cerevisiae*, the most prominent condensin loading site is the rDNA locus on chromosome XII, but its repetitiveness deters rigorous analysis of individual genes. An equally prominent non-rDNA condensin site is located on chromosome III (chrIII). It lies in the promoter of a putative non-coding RNA gene called *RDT1*, which is in a segment of the recombination enhancer (RE) that dictates *MAT*a-specific chrIII organization. Here, we unexpectedly find that condensin is recruited to the *RDT1* promoter in *MAT*a cells through hierarchical interactions with Fob1, Tof2, and cohibin (Lrs4/Csm1), a set of nucleolar factors that also recruit condensin to the rDNA. Fob1 directly binds to this locus *in vitro*, while its binding *in vivo* depends on an adjacent Mcm1/α2 binding site that provides *MAT*a cell specificity. We also uncover evidence for condensin-driven loop extrusion anchored by Fob1 and cohibin at *RDT1* that unidirectionally extends toward *MAT*a on the right arm of chrIII, supporting donor preference during mating-type switching. *S*. *cerevisiae* chrIII therefore provides a new platform for the study of programmed condensin-mediated chromosome conformation.

## Author summary

Condensin is a conserved protein complex that compacts chromosomes during mitosis through a combination of protein-protein interactions and DNA loop extrusion. There is active discussion regarding the mechanisms of condensin loading onto chromatin and directionality of the loop extrusion process, which may be organism specific. In budding yeast, the single condensin complex performs one-sided loop extrusion *in vitro*, but there are no examples of specific condensin recruitment sites where loop extrusion can be mechanistically studied *in vivo*. We previously identified a novel condensin recruitment site on chromosome III at the recombination enhancer locus, which controls structural conformation *in cis*. We now report the mechanism of condensin recruitment onto chromosome III, discovering it occurs through a complex of ‘nucleolar’ proteins anchored onto chromatin by Fob1, also known to recruit condensin onto the ribosomal DNA. On chromosome III, Fob1 cooperates with a MADS-box transcription factor, Mcm1, to specifically recruit condensin in *MAT*a cells, thus providing cell type regulation. Furthermore, we observed evidence of condensin-mediated loop extrusion anchored by Fob1 on chromosome III. In the future, yeast chromosome III should provide a powerful genetic tool for understanding regulatable condensin loading and loop extrusion that organizes chromosome organization from a single site *in vivo*.

## Introduction

Condensins are highly conserved multi-subunit complexes that function in chromosome organization and segregation. In budding yeast, *Saccharomyces cerevisiae*, the single condensin complex consists of two Structural Maintenance of Chromosome (SMC) ATPase subunits (Smc2 and Smc4), and three regulatory non-SMC subunits (Ycs4, Ycg1 and Brn1). Brn1 serves as a kleisin subunit that bridges the ATP-binding domains of Smc2 and Smc4 [1]. As with other SMC complexes, yeast condensin can form DNA loops through an ATP-dependent loop-extrusion activity [2]. Condensin has also been hypothesized to self-associate to bring distant chromatin-bound loci into contact [3].

A general mechanism for loading mitotic condensin I and II onto chromatin remains elusive, especially for vertebrates that must extensively condense their large genomes and may require relatively non-specific recruitment. More is known about specific condensin recruitment during interphase with invertebrates, including the *C*. *elegans* dosage compensation complex (DCC), a specialized condensin that reduces gene expression from the two hermaphrodite X-chromosomes by half (reviewed in [4]). DCC is recruited to a set of primary recruitment sites on the X-chromosome by several non-condensin factors, including SDC-2 and SDC-3 [5]. SDC-2 also maintains some of these strong recruitment sites in an open chromatin conformation [5]. Condensin complexes in *S*. *cerevisiae* and *S*. *pombe*, which have much smaller genomes, are attracted to transcriptionally active chromatin regions through interactions with transcription factors and enhanced by nucleosome displacement [6,7]. At tRNA genes in *S*. *cerevisiae*, for example, condensin is recruited by association with RNA Pol III transcription factors and the Scc2/Scc4 cohesin loading complex, where it mediates tRNA gene clustering into several foci surrounding the nucleolus [8]. An emerging theme for these forms of specific condensin recruitment involves opening of chromatin.

The predominant condensin target in *S*. *cerevisiae* is the repetitive rDNA tandem array located on the right arm of chromosome XII (chrXII), around which the nucleolus forms. Condensin is specifically recruited to the intergenic spacer region (IGS1) through association with a nucleolar protein complex established by the DNA replication fork block protein Fob1 [9]. Fob1 directly binds to cis-acting DNA sequences (TER1 and TER2) within IGS1 [10,11], unidirectionally blocking replication fork progression to prevent head-on collisions with RNA polymerase I [12,13]. Collapse of the stalled forks leads to DNA double-strand breaks (DSB) [14], and oligomerization of Fob1 brings distant TER sites into proximity through ‘chromosome kissing’ to facilitate repair through homologous recombination [15]. Unequal sister chromatid exchange during DSB repair produces extrachromosomal rDNA circles (ERCs) that accumulate in mother cells and negatively impact replicative lifespan [16,17]. Deletion of *FOB1* prevents the fork blocks and DSB formation, which suppresses ERC accumulation and extends lifespan [18].

Fob1 and its associated factors, cohibin (Lrs4, Csm1) and Tof2, also recruit cohesin and the nucleolar Sir2 histone deacetylase (HDAC) complex, RENT, to the rDNA [19]. RENT recruitment mediates transcriptional silencing of intergenic non-coding RNAs [20,21], and also regulates exit from mitosis as a component of the FEAR network [22,23]. Cohibin is a mitotic version of the meiotic monopolin complex [24,25], which forms a V-shaped coiled-coil structure that crosslinks kinetochore components and appears to tether rDNA repeats to the nuclear periphery [26]. Unlike cohibin, Fob1 has not previously been implicated in any functions outside the rDNA locus.

Another major condensin recruitment site in *S*. *cerevisiae* is specific to *MAT*a cells, occurring at the recombination enhancer (RE) located approximately 16 kb away from the silent mating-type locus, *HML*, on the left arm of chromosome III (chrIII) [27,28]. The other silent mating-type locus, *HMR*, is located on the right arm of chrIII. The RE is required for mating-type switching donor preference in *MAT*a cells, whereby the DSB induced by HO endonuclease at *MAT*a is repaired by homologous recombination using *HML* as the donor template, thus ensuring conversion from *MAT*a to *MAT*α (reviewed in [29]). The RE is a composite element with the left half required for donor preference activity [28,30], and the right half required for establishing a specialized chrIII structure that positions *HML* in proximity with the centromere and *MAT*a locus [31], and also limits association of *HMR* with *MAT*a [27]. Condensin recruitment to the RE is accompanied by Sir2 and occurs within the right half that controls chromosome structure, specifically at the promoter of an uncharacterized gene called *RDT1* [27,32]. Deleting a small 100bp region of the *RDT1* promoter is sufficient to eliminate condensin and Sir2 recruitment to the RE, activating *RDT1* expression and disrupting chrIII architecture [27], suggesting the region acts as a locus control region (LCR) that coordinates transcriptional regulation with chromosomal architecture.

*MAT*a-specific enrichment of condensin at the *RDT1* promoter is dependent on a consensus binding site for the MADS-box transcription factor Mcm1 [27]. MADS-box transcription factors generally partner with other proteins to regulate transcription. For example, Mcm1 activates *MAT*a-specific genes in *MAT*a cells. In *MAT*α cells, however, Mcm1 forms a repressive heterodimer with the α2 protein (Mcm1/α2) that inactivates *MAT*a-specific genes [33]. *RDT1* and another non-coding RNA gene (R2) located in the left half of the RE that regulates donor preference are likely controlled by this mechanism [30,34]. Mcm1 also regulates cell cycle genes independent of mating type, including the cyclins *CLN3* and *CLB2* [35]. Since condensin and Sir2 were not enriched at promoters of such genes in previous ChIP-seq datasets [27,36], we hypothesized that additional factors partner with Mcm1 to recruit and load condensin at the *RDT1* promoter. Herein, we unexpectedly find that nucleolar factors cohibin, Fob1, and Tof2, which recruit condensin to the rDNA locus, also directly recruit condensin to the *RDT1* promoter in *MAT*a cells to establish chrIII conformation and augment donor preference.

## Results

We previously described strong *MAT*a-specific condensin and Sir2 enrichment at the *RDT1* promoter that was dependent on an upstream Mcm1/α2 binding site (*DPS2*; Fig 1A). Deleting 100bp underlying the Sir2 and condensin ChIP-seq peaks (100bpΔ; chrXII coordinates 30701–30800), while leaving the Mcm1/α2 site intact, also significantly disrupted their recruitment [27], suggesting one or more unknown factors cooperate with Mcm1 (Fig 1A). We initially focused on a putative Mcm1-Lrs4 interaction identified from a TAP-tag pulldown screen [37]. Lrs4 and Csm1 are coiled-coil proteins that form an extended v-shaped complex known as cohibin in mitotic cells, or monopolin in meiotic cells (Fig 1B; [24,38]). Lrs4 and Csm1 were of interest because they help recruit condensin and cohesin to the rDNA through interaction with Fob1 [9,19]. Cohibin also physically interacts with Sir2 through the RENT and SIR complexes at the rDNA and telomeres, respectively [19,37]. We confirmed the putative Mcm1-cohibin interaction with co-immunoprecipitations between Myc-tagged Mcm1 and Flag-tagged Csm1 (Fig 1C). Myc-tagged Lrs4 and Csm1 were also highly enriched at the *RDT1* promoter in quantitative ChIP assays, specifically in *MAT*a cells (Fig 1D). As a control, Lrs4-myc enrichment at the rDNA intergenic spacer was not mating-type specific (Fig 1E).

**Fig 1:**
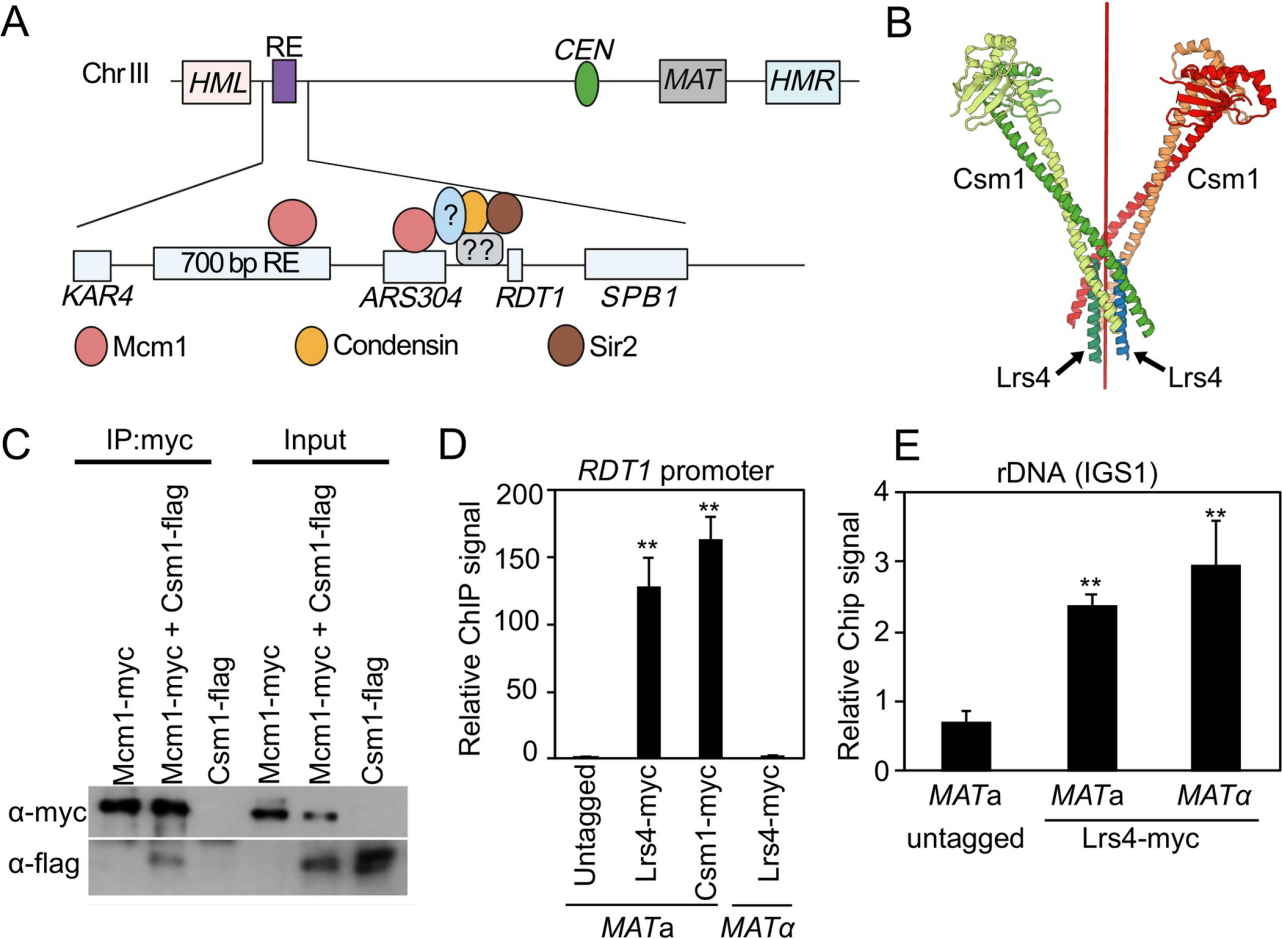
Cohibin binds to the *RDT1* promoter on chrIII specifically in *MAT*a cells. (**A**) Schematic of chrIII in *MAT*a cells. The recombination enhancer (RE) region lies between *KAR4* and *SPB1* and consists of a minimal 700 bp element required for donor preference, two Mcm1/α2 binding sites, *ARS304*, and a Sir2/condensin recruitment site within the *RDT1* promoter. Uncharacterized factors are proposed to assist Sir2 and condensin recruitment by Mcm1. (**B**) X-ray crystallographic structure of cohibin consisting of 4 Csm1 subunits and 2 short Lrs4 subunit peptides, showing extended coiled-coil feature. Red line indicates the axis of symmetry. PDB accession number 3N7N [26]. (**C**) Immunoblot showing that Mcm1-myc coimmunoprecipitates with Csm1-flag. Loaded inputs are 5% of cell lysate used for the IP. (**D-E**) Enrichment of Lrs4-myc and Csm1-myc at the *RDT1* promoter or *IGS1* regions of the rDNA. (Three biological replicates; **p<0.005 relative to untagged strain determined by two-sided t-test assuming unequal variance).

### Cohibin is required for condensin enrichment at the *RDT1* promoter

The interaction of cohibin with Mcm1 and its enrichment at *RDT1* in *MAT*a cells suggested a model whereby the extended coiled-coil structure of cohibin (Fig 1B) acts as a bridge between Mcm1 and the condensin/Sir2 complexes (Fig 1A, blue oval). To investigate if cohibin was contributing to condensin recruitment specifically at *RDT1*, or more generally across the genome, we performed ChIP-seq for Myc-tagged subunits of condensin (Brn1-13xmyc; Fig 2A) or cohibin (Lrs4-13xmyc) in *MAT*a cells. Myc-tagged centromeric protein, Ctf3, was used as a control for “hyper-ChIPable” sites that appear in yeast ChIP-seq datasets [39]. We identified >700 sites that overlapped between Lrs4-myc and Brn1-myc after excluding Ctf3-myc peaks (Fig 2B, left Venn diagrams). A large proportion of the overlapping peaks showed differential Brn1-myc binding in the absence of Lrs4 (Fig 2B, right Venn diagrams). If cohibin was recruiting condensin genome-wide, then *lrs4Δ* should reduce Brn1-myc enrichment at most sites. However, only 7 Brn1-myc sites had a log2 fold change below -1 (Fig 2C), suggesting that cohibin-dependent recruitment of condensin is locus-specific. The differential Brn1-myc sites are listed in S1 Table.

**Fig 2:**
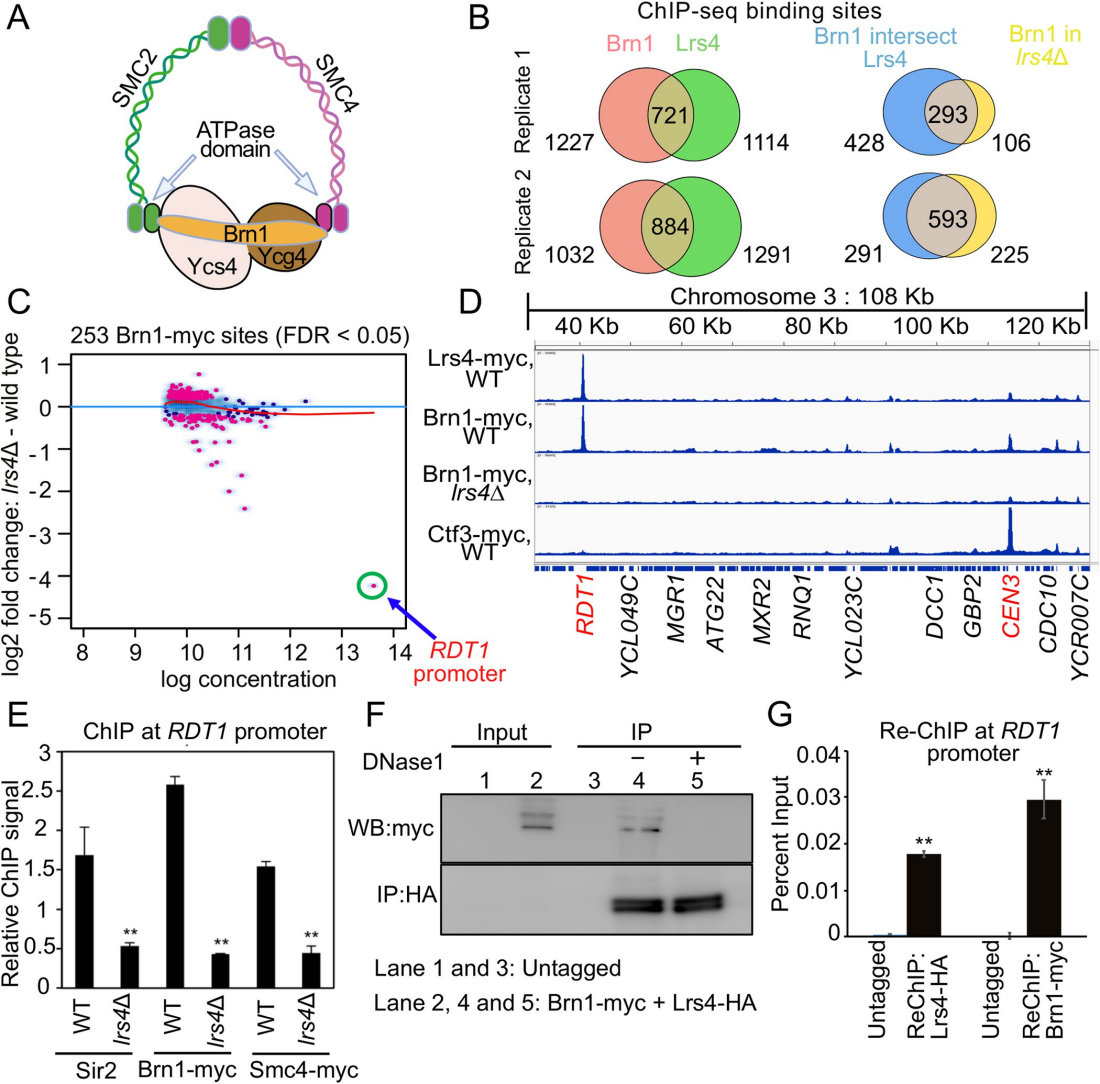
Cohibin recruits condensin to the *RDT1* promoter in *MAT*a cells. (**A**) Schematic of budding yeast condensin subunits. (**B**) Venn diagrams of overlapping ChIP-seq peaks for Brn1-myc and Lrs4-myc in *MAT*a cells from two independent replicates on the left. Among overlapping peaks, the number that change in the *lrs4Δ* mutant are indicated in right Venn diagrams. Peaks that overlap with Ctf3-myc peaks were subtracted from each dataset. (**C**) MA plot indicating differential Brn1-myc binding between WT and *lrs4Δ*. Red dots are peaks significantly different between WT and *lrs4Δ* with FDR < 0.05. Blue dots are peaks not differentially bound. *RDT1* promoter peak is highlighted. (**D**) IGV screenshot of chrIII peaks for Brn1-myc, Lrs4-myc, Ctf3-myc, and Brn1-myc in the *lrs4Δ* mutant. Ctf3 is a centromere-specific control. (**E**) ChIP analysis at *RDT1* showing decreased enrichment of Sir2, Brn1-myc, and Smc4-myc in *lrs4*Δ mutant. (**F**) Co-IP assays from cell lysates were performed with an untagged strain or a strain with Lrs4-HA/Brn1-myc. DNase I digestion disrupts the coimmunoprecipitation. (**G**) Quantitative ChIP-reChIP PCR analysis of condensin (Brn1-myc) and cohibin (Lrs4-HA) co-occupancy at the *RDT1* promoter. N = 3 biological replicates for each ChIP experiment; *p<0.05, **p<0.005 using two-sided t-test assuming unequal variance.

Interestingly, the strongest Lrs4-dependent binding site was the *RDT1* promoter (Fig 2C). Overlapping distinctive peaks for Lrs4-myc and Brn1-myc were clearly observed at *RDT1* on chrIII, with smaller overlapping peaks at several other loci (Fig 2D). As predicted from the MA plot in Fig 2C, the strong Brn1-myc peak at *RDT1* was eliminated in the *lrs4Δ* mutant (Fig 2D). A similar ChIP-seq pattern was observed for the rDNA at IGS1 (S1A Fig), where cohibin was known to recruit condensin [9]. We validated condensin loss at *RDT1* by quantitative ChIP-qPCR for Brn1-myc and Smc4-myc subunits in the *lrs4Δ* mutant (Fig 2E) and observed similar depletion for endogenous Sir2 (Fig 2E). Enrichment of Lrs4 at the *RDT1* promoter was highly specific, as confirmed by a lack of detectable Lrs4-myc ChIP signal at the adjacent *RDT1* open reading frame (S1B Fig).

The Ctf3-myc control was not enriched at *RDT1*, but as expected, was strongly bound to the chrIII centromere (Fig 2D; *CEN3*). Ctf3-myc also produced non-specific peaks that overlapped with Lrs4-myc and Brn1-myc (Fig 2D), likely examples of “hyper-ChIPable” loci. Cohibin co-localizes with condensin at mitotic and meiotic kinetochores in *S*. *cerevisiae* and *S*. *pombe* where they promote proper chromosome segregation [40,41]. However, only in *S*. *pombe* was cohibin (Pcs1/Mde4) directly implicated in recruiting condensin to kinetochores [42]. Here, we observed Lrs4-myc and Brn1-myc enrichment at most centromeres, including *CEN3* (Fig 2D). Moreover, the Brn1-myc peak at *CEN3* was clearly diminished in the *lrs4Δ* mutant (Fig 2D), suggesting that cohibin may also participate in condensin recruitment to centromeres in *S*. *cerevisiae*, though these sites were discarded from Fig 2B and 2C because they are also Ctf3 binding sites. To confirm that cohibin and condensin co-associate on chromatin, as predicted for a recruitment/loading function, we first performed a co-immunoprecipitation experiment showing that the interaction between Brn1-13xmyc and Lrs4-3xHA was eliminated by Dnase I treatment (Fig 2F). Second, a ChIP-reChIP assay demonstrated their co-occupancy on the *RDT1* promoter (Fig 2G).

### Fob1 recruits cohibin and condensin to chromosome III

If interaction between Mcm1 and cohibin was the sole mechanism of bringing condensin to *RDT1*, then Lrs4-myc should be enriched at other known Mcm1 sites, including an Mcm1 site (DPS1) within the left half of the RE. This was not the case (Fig 2D). Instead, our model for condensin recruitment to *RDT1* allowed for contributions from one or more additional factors, including other site-specific DNA binding proteins (Fig 1A, gray rounded rectangle). Condensin and cohibin are both targeted to the RFB site in IGS1 by hierarchical interactions with Fob1 and Tof2, with Fob1 providing the site-specific DNA binding activity (Fig 3A, left diagram; [9,43]). We therefore hypothesized that a similar hierarchy of Fob1-dependent recruitment occurred at *RDT1*, with mating-type specificity added by Mcm1 (Fig 3A, right diagram). Fob1 had no previously known function outside the nucleolus/rDNA, but in ChIP assays we observed exceptionally strong *MAT*a-specific enrichment of Fob1-13xmyc at *RDT1*, compared to mating-type independent enrichment at IGS1 (Fig 3B). ChIP was also used to test whether a similar hierarchy of Fob1-dependent condensin recruitment was occurring at *RDT1* (Fig 3C) and rDNA (Fig 3D). Deleting *FOB1* or *TOF2* eliminated Lrs4-myc and Brn1-myc enrichment at *RDT1*, and a similar pattern was observed at the rDNA (IGS1), where the Lrs4-myc and Brn1-myc depletion was not absolute, perhaps because rDNA ChIP assays average the PCR signal from ~150 repeats, or additional factors are involved in condensin and cohibin recruitment to the rDNA.

**Fig 3:**
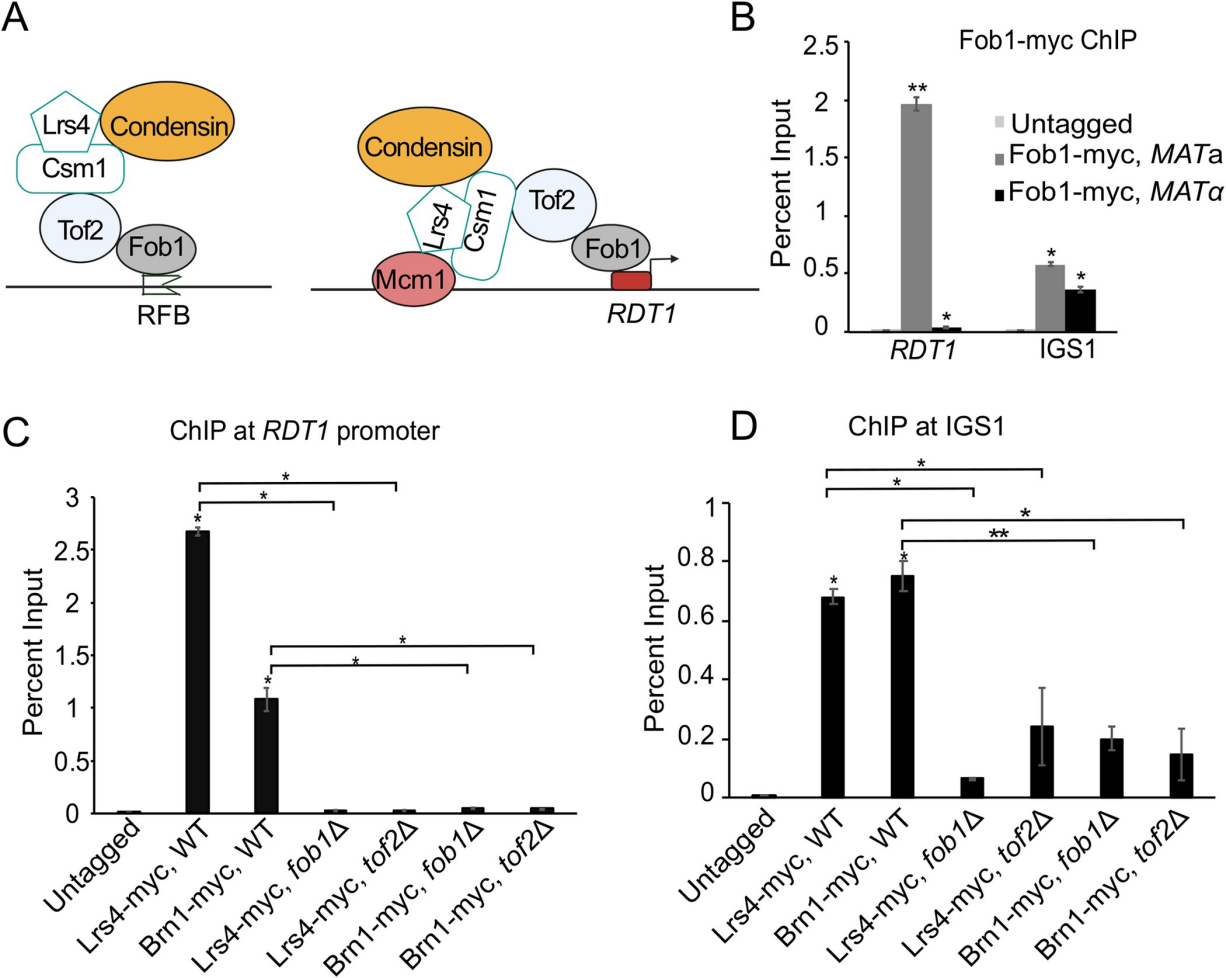
Fob1 recruits cohibin and condensin to the *RDT1* promoter. (**A**) Hierarchical models of condensin recruitment to the rDNA and *RDT1* promoter. (**B**) ChIP of Fob1-myc at the *RDT1* promoter and *IGS1* in *MAT*a and *MAT*α cells. (**C-D**) ChIP analysis of Lrs4-myc and Brn1-myc enrichment at the *RDT1* promoter or *IGS1* showing dependence on *FOB1* and *TOF2*. N = 3 biological replicates for each ChIP experiment; *p<0.05, **p<0.005 using two-sided t-test assuming unequal variance.

### Fob1 directly binds to *RDT1* promoter sequence

Fob1 binding to rDNA occurs at the RFB site in IGS1, consisting of 2 replication fork termination sites (Fig 4A; TER1 and TER2) [44]. These sites do not match sequence within the *RDT1* promoter, and due to TER1 and TER2 being the only previously known Fob1 binding sites, there is no consensus binding sequence for this protein. To test if Fob1 directly binds the *RDT1* promoter (Fig 4A, lower), we performed electrophoretic mobility shift assays (EMSA). GST-Fob1 was overexpressed in yeast and purified by affinity chromatography (Fig 4B), then incubated *in vitro* with small biotin-labeled PCR products derived from the *RDT1* promoter (chrIII coordinates 30712 to 30768) or RFB (chrXII coordinates 460533 to 460574) (Fig 4C). Purified GST-Fob1, but not GST alone, produced two closely spaced lower band shifts (1 and 2) as well as a higher supershifted band with both probes (Fig 4D). The GST-Fob1 preparation contained both GST-Fob1 and free Fob1 (Fig 4B), so bands 1 and 2 likely represent binding by both species, each of which was competed away by the respective unlabeled probes (Figs 4D and S2). The supershifted band was the predominant RFB product and showed significant competition from unlabeled probe (Figs 4D and S2), whereas the *RDT1* supershifted band was a minor product and poorly competed. Since the RFB probe contains two specific Fob1 binding sites (TER1 and TER2), the supershift likely represents specific occupation of both sites or multimerization, consistent with Fob1 dimerization mediating ‘chromosome kissing’ between pairs of TER sites [15]. Specific Fob1 binding to *RDT1* may instead be limited to a single site (bands 1 and 2) with the supershift representing additional non-specific binding to the probe. In summary, these results show that Fob1p directly binds to the *RDT1* promoter sequence, consistent with the hierarchical model for condensin recruitment defined by ChIP (Fig 3A).

**Fig 4:**
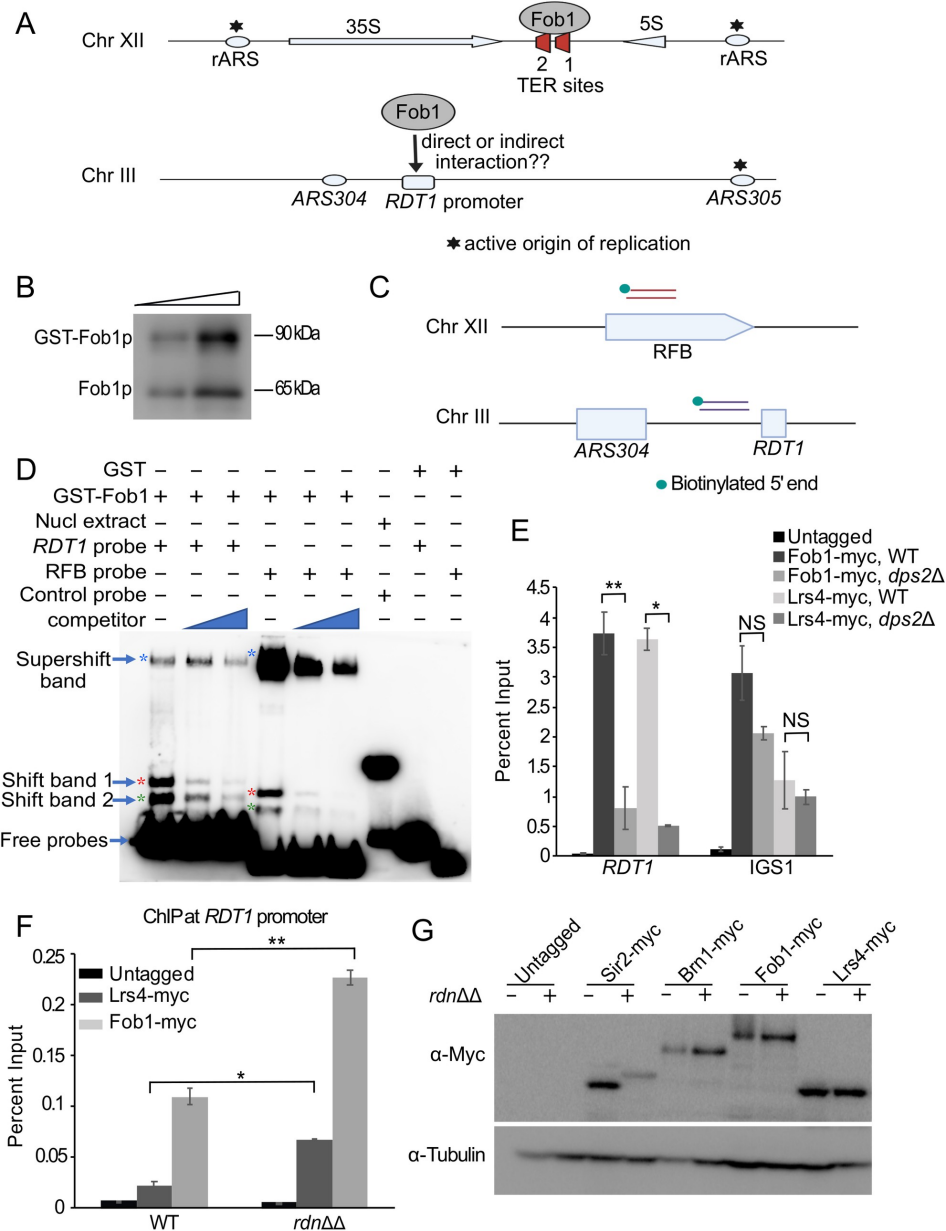
Recombinant Fob1 directly binds to the *RDT1* promoter sequence *in vitro*. (**A**) Schematic of Fob1 binding to TER1 and TER2 sites of the replication fork block (RFB), and the *RDT1* promoter. (**B**) Western blot of yeast-purified GST-Fob1p using α-Fob1 antibody. (**C**) Schematic for the design of biotin labelled probes used for EMSA. (**D**) Representative EMSA with biotin-labeled probes and purified GST-Fob1p, GST, or nuclear extract positive control. Competitor probes were unlabeled. The *RDT1* probe is 57 bp and the RFB probe is 42 bp. Positive control for gel shift was EBNA nuclear extract and EBNA DNA probe from the gel-shift kit. An additional replicate and quantitation are shown in S2 Fig. (**E**) ChIP assay showing Fob1-myc or Lrs4-myc enrichment at the *RDT1* promoter or the RFB in IGS1 when the adjacent Mcm1 binding site was deleted (*dps2Δ*). (**F**) ChIP of Lrs4-myc and Fob1-myc at the *RDT1* promoter in a strain (NOY891) lacking the rDNA array (*rdnΔΔ*) or W303 WT control. ChIP signal is relative to the input chromatin signal expressed as percent input. (**G**) Western blot showing steady state Brn1-myc, Lrs4-myc, Fob1-myc, and Sir2-myc levels in WT and *rdnΔΔ* strains. The small size difference for Sir2-myc protein between WT and *rdnΔΔ* strains was due to one less myc repeat in the WT. α-tubulin is used as a loading control. N = 3 biological replicates for each ChIP experiment; *p<0.05, **p<0.005 using two-sided t-test assuming unequal variance.

Since Fob1 bound directly to the *RDT1* probe *in vitro*, this raised the question of why its enrichment at *RDT1 in vivo* was specific to *MAT*a cells. We hypothesized that Mcm1 was providing the *MAT*a specificity by acting as a pioneer transcription factor to open local chromatin structure and allow Fob1 access to its binding site. To test this idea, we deleted the Mcm1 binding site to prevent Mcm1 recruitment [27], and tested for Fob1-myc or Lrs4-myc binding by ChIP. As shown in Fig 4E, Fob1-myc and Lrs4-myc recruitment to *RDT1* was significantly reduced, but there was no effect at IGS1 in the rDNA. This result placed Mcm1 at the base of the hierarchical condensin recruitment at *RDT1*, again consistent with the model in Fig 3A.

We next tested if *RDT1* was in competition with repetitive rDNA for the predominantly nucleolar condensin recruitment complex, especially since there appeared to be stronger affinity for the RFB EMSA probe (supershifted band in Fig 4D). Fob1 and Lrs4 were C-terminally tagged with 13xMyc in a strain lacking the chromosomal rDNA array (*rdnΔΔ*) and kept viable by a plasmid expressing 35S rRNA precursor from a galactose-inducible RNA Pol II promoter [45]. ChIP assays for *RDT1* promoter enrichment in the WT and *rdnΔΔ* strains were then performed (Fig 4F). Fob1-myc and Lrs4-myc showed significantly improved enrichment at *RDT1* in the *rdnΔΔ* mutant while the overall fusion protein levels were unaffected (Fig 4F and 4G). This contrasted with a Sir2-myc control, which showed reduced protein in the *rdnΔΔ* mutant, as predicted for strains with low rDNA copy number [46,47]. From this experiment we concluded that *RDT1* competes with the rDNA for limiting Fob1 and cohibin, implying that rDNA copy number could potentially regulate chromosome III structure and mating-type switching.

### Cohibin and Fob1 augment donor preference

Acute depletion of Brn1 fused to an auxin-inducible degron (AID) slows the rate of mating-type switching and moderately impairs donor preference [27]. Since cohibin and Fob1 were required for condensin recruitment at chrIII (Figs 2E and 3C, respectively), we predicted a similar effect on switching would occur for *lrs4Δ* or *fob1Δ* mutants. As shown in Fig 5A, conversion from *MAT*a to *MAT*α was indeed slowed in an *lrs4Δ* mutant, but less severely than *sir2Δ*, which strongly inhibits switching due to HO endonuclease cutting at the *HML* and *HMR* donor templates. We also tested the impact of *lrs4Δ* or *fob1Δ* on donor preference using an assay that distinguishes between *HML*α and *HMR*α-B (marked with *Bam*HI site) donors by digesting *MAT*α PCR products with *Bam*HI ([48]; Fig 5B). As predicted, the *lrs4Δ* and *fob1Δ* mutants weakened donor preference (*Bam*HI digestion of *MAT*α PCR product), not severely like the REΔ control strain (Fig 5C and 5D), but comparable to the switching phenotypes previously observed with condensin depletion [27]. Condensin recruitment by Fob1 and cohibin therefore appears to augment donor preference activity, which is primarily directed by the left half of the RE [29].

**Fig 5:**
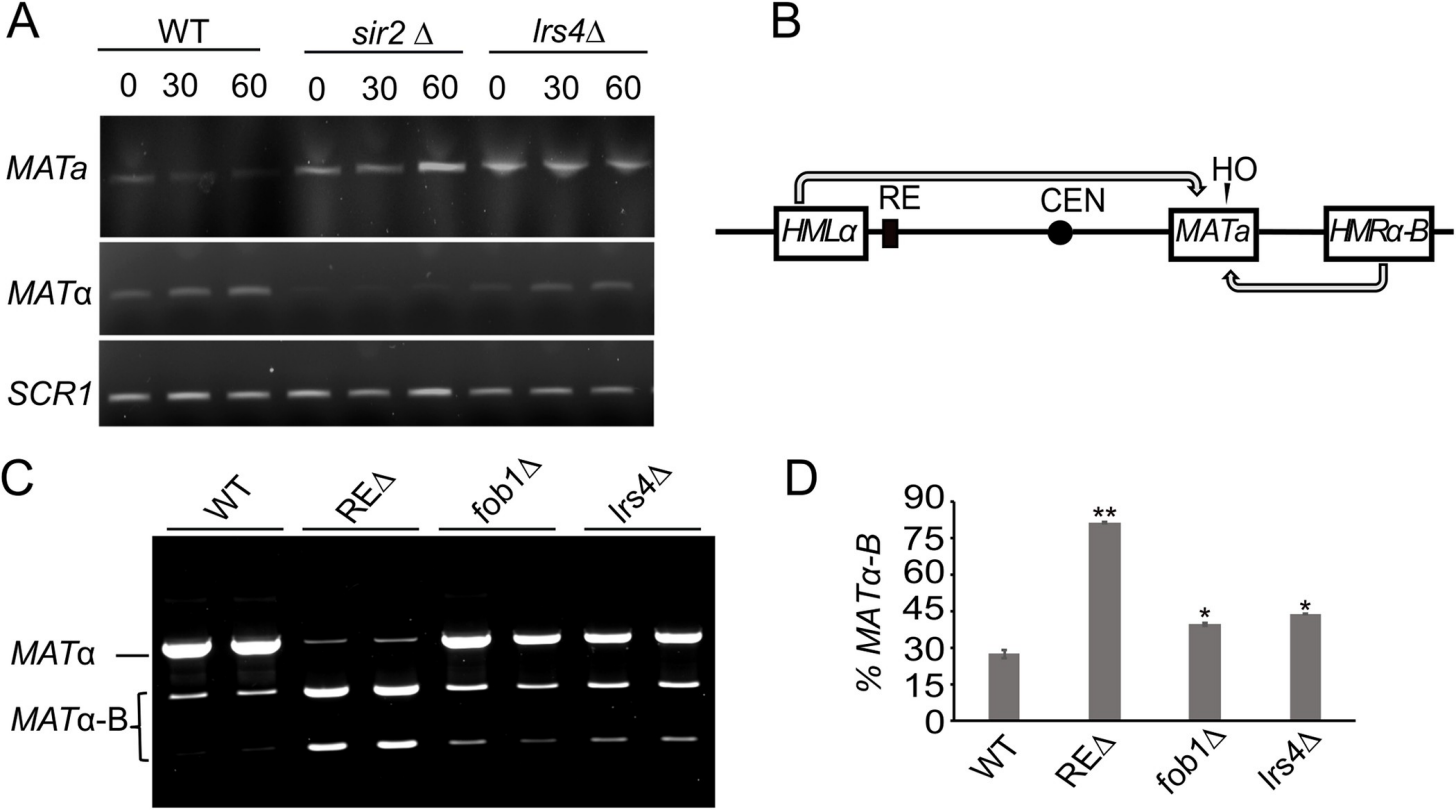
Contributions of Lrs4 and Fob1 to mating-type switching. (**A**) Time-course of mating-type switching in WT (ML447), *sir2*Δ (ML458) and *lrs4*Δ (MD69) showing PCR detection of *MAT*a and *MAT*α. *SCR1* is used as a control for input genomic DNA. (**B**) Schematic of the donor preference assay that distinguishes usage of *HML*α or an engineered *HMR*α-B cassette as the donor template by digestion of a *MAT*α PCR product with *Bam*HI. (**C**) Donor preference assay with WT (XW652), *lrs4Δ* (SY762), *fob1Δ* (MD135), or *REΔ* (XW676) showing *Bam*HI digestion of the *MAT*α PCR product after switching. Upper band indicates normal donor preference switching to *MAT*α using *HML*α as the template. Digested bands indicate improper switching to *MAT*α-B using *HMR*α-B as the template. (**D**) The percentage of *MAT*α-B PCR product is quantified in the bar graph. Significant increases compared to WT = *p<0.05, **p<0.005 (n = 3), as calculated by 2-tailed student t-test.

### Cohibin and Fob1 dictate the conformation of chromosomes III and XII

Given the requirements for cohibin and Fob1 in condensin recruitment to the *RDT1* promoter on chrIII and the rDNA on chrXII, and their similar contributions to donor preference, we hypothesized that deleting *LRS4* or *FOB1* should significantly disrupt the structure of both chromosomes. 

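Micro-C XL shows which parts of the genome lie close to each other in the nucleus. Chromatin is crosslinked, cut between nucleosomes by micrococcal nuclease and ligated, so that each sequenced read pair joins a pair of fragments that were in contact. Exponentially growing *MAT*a cultures in YPD were fixed with 3% formaldehyde for 10 min at 30°C and then with 3 mM EGS, a longer crosslinker, for 40 min. There were 3 replicates of WT, 3 of *lrs4Δ*, which lacks a subunit of the cohibin complex, and 2 of *fob1Δ*, which lacks the protein that blocks replication forks in the rDNA. The deletions were looked at first, through the coverage of the 10 kb bin that holds each gene against the median of the 4 bins on either side, relative to WT and after a fit on GC content. The SD over bins of this measure was estimated from its median absolute value, which gives outlying bins little weight. *FOB1* lies on chromosome IV from 676102 to 677802 (R64, the sequence of sacCer3), and its absence would give a log2 value of -0.27 in its bin. The bin stood at -0.32 in *fob1Δ* replicate 2, the rank 5 from the lowest of 1187 bins (SD over bins 0.05). In the library labelled *fob1Δ* replicate 1 it stood at 0.44, the rank 1068 of 1190 bins (SD over bins 0.34), so the coverage of this library did not show the deletion. *LRS4* lies on chromosome IV from 1339676 to 1340719, and its absence would give -0.11 in the bin that holds most of it. The *lrs4Δ* replicates gave 0.12, -0.21 and 0.01, with an SD over bins of 0.12, 0.10 and 0.12, a spread about as large as the expected fall, so this coverage checks nothing about their labels. The authors mapped the reads and built iteratively corrected (balanced) matrices of 10 kb bins with HiC-Pro, which gives every bin the same total contact and so removes coverage differences between bins. The whole read pairs behind the balanced values were recovered from the matrices, and 100% of the values below 20 read pairs came out whole within 0.02. The WT replicates held 11531822, 11948333 and 12979426 read pairs in the nuclear genome, the *lrs4Δ* replicates 17480291, 3503674 and 39930997, and the *fob1Δ* replicates 43112088 and 31526819. Most pairs joined sites of the same bin, from 72.1% in *lrs4Δ* replicate 2 to 92.5% in *lrs4Δ* replicate 1. The median pair of bins on chrIII held 11, 11 and 14 read pairs in WT, 3, 4 and 19 in *lrs4Δ*, and 22 and 29 in *fob1Δ*, so single bin pairs are least precise in *lrs4Δ* replicates 1 and 2. WT replicates 1 and 2 differed by less than the sampling noise and were counted as 1 sample, their mean, a choice made after seeing the data. Their counts over bin pairs gave a chi-square of 0.0554 per degree of freedom, against 2.07 to 31.5 for the 27 other pairs of libraries. This leaves 2 WT, 3 *lrs4Δ* and 2 *fob1Δ* samples in every test. Each matrix was scaled to the same total, and a contact within a chromosome was divided by the mean contact at its distance in the same sample (observed/expected).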

Genome-wide chromatin contacts were analyzed by Micro-C XL [49]. Normalized interaction frequencies within 10 kb bins were first visualized in heatmap plots for WT, *lrs4Δ* and *fob1Δ* strains. 

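No pair of chromosomes was called with a changed contact in either mutant. Relative to the mean of all interchromosomal contacts of a sample, the log2 fold changes of the chromosome pairs ran from -0.07 (chromosomes I and III) to 0.14 (III and XV) in *lrs4Δ* and from -0.07 (VIII and XIV) to 0.31 (I and VI) in *fob1Δ*. limma called 0 of the 120 pairs in either mutant at an adjusted p under 0.05, with 2 pairs in each at an unadjusted p under 0.05, chrIII with XV and with XVI, both higher than in WT. Of the 15 pairs with chrIII, 12 were higher in *lrs4Δ* (-0.07 to 0.14) and all 15 in *fob1Δ* (0.06 to 0.15), where all 15 pairs with chrXII were higher too (0.01 to 0.15). With the maps scaled to the total only, all 120 pairs were lower in *lrs4Δ* (-0.39 to -0.18), and 5 of the 15 pairs with chrIII and 2 of those with chrXII were higher in *fob1Δ*, so the direction depends on this division. Pairs that share a chromosome are not independent, and no test of these counts was made. Balanced bins have the same total, so lower contact along a chromosome is made up within bins or between chromosomes. These counts therefore do not show a gain of contact by themselves. Without *lrs4Δ* replicate 1, limma called 4 pairs in *lrs4Δ* and 1 in *fob1Δ*, all of them higher than in WT. The share of read pairs that joined different chromosomes was 7.23%, 7.43% and 6.81% in the WT replicates, 3.43%, 11.6% and 4.53% in *lrs4Δ*, and 4.34% and 7.92% in *fob1Δ*, so its spread within each mutant was wider than the differences between the means of the strains.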

Interchromosomal interaction patterns were generally similar between the three strains (Fig 6A–6C). For example, absence of Lrs4 or Fob1 did not reduce the number of centromere-centromere or telomere-telomere interactions among the top 10% of overall interactions (S3A and S3B Fig), indicating gross interchromosomal organization remained intact, at least in the context of the asynchronously grown cells used in this experiment. It remains possible that interchromosomal contacts could be different at certain points of the cell cycle.

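Centromeres, which cluster at the spindle pole body, were in close contact in every sample. Of the 120 pairs of bins that hold centromeres of different chromosomes, all 120 were among the top 10% of bin pairs in both WT samples, 116, 118 and 120 in the *lrs4Δ* replicates, and 118 and 120 in the *fob1Δ* replicates. Telomeres gave more variable numbers, and many terminal bins have no values. Of the 480 pairs of terminal bins, 72 and 129 were in the top 10% in the WT samples, 56, 67 and 85 in *lrs4Δ*, and 133 and 122 in *fob1Δ*. The means were 100.5 ± 40.3 (SD, n = 2) in WT, 69.3 ± 14.6 (SD, n = 3) in *lrs4Δ* and 127.5 ± 7.78 (SD, n = 2) in *fob1Δ*. The number of terminal pairs with values in both bins itself ran from 90 in *lrs4Δ* replicate 1 to 185 in WT replicate 3. Over the 77 terminal pairs with values in every library, a choice made after seeing the data, the means were 57 in WT, 57 in *lrs4Δ* and 72 in *fob1Δ*. None of these differences passed a two-sided exact permutation test (centromeres p = 0.6 and 1, all terminal pairs p = 0.4 and 0.667, terminal pairs with values throughout p = 1 and 0.333 for *lrs4Δ* and *fob1Δ*). The smallest p that this test can give is 0.2 for *lrs4Δ* and 0.333 for *fob1Δ*, so it cannot pass 0.05.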

**Fig 6:**
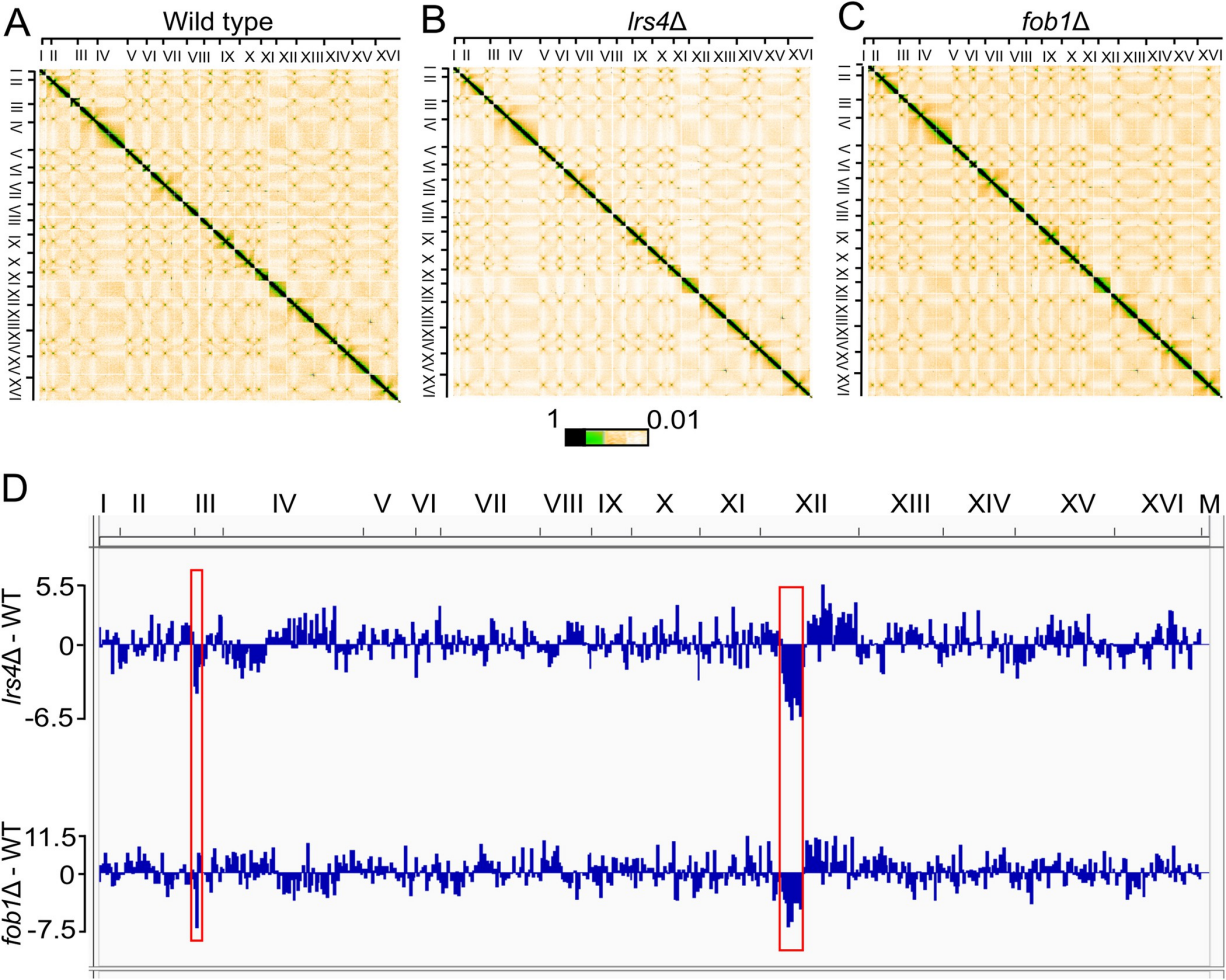
Micro-C XL analysis of the yeast genome in *lrs4Δ* and *fob1Δ* mutants. (**A-C**) Genome-wide interaction heatmaps of Micro-C XL data in exponentially growing *MAT*a wild type, *lrs4*Δ and *fob1*Δ cells, respectively. Each pixel represents normalized chromatin contacts between 10 kb bins. The color scale indicates maximum and minimum interaction counts from 10kb intervals across the genome. (**D**) Differential Chromatin Interaction (DCI) scores were calculated for normalized contact frequencies of 5kb target across +/-200kb flanking regions, comparing *lrs4Δ* or *fob1Δ* mutants with WT. Sequencing reads were pooled from 3 WT and 3 *lrs4Δ* biological replicates, and 2 *fob1Δ* replicates. The negative DCI scores observed in chromosome III and chromosome XII are boxed in red.

We also quantified differential intrachromosomal contacts between WT and the *lrs4Δ* or *fob1Δ* mutants using BART3D [50]. A differential chromatin interaction (DCI) score was calculated for each 5 kb segment across the genome to measure the difference in normalized contact between each segment and its +/-200 kb flanking regions (Fig 6D). Segments with the strongest negative DCI scores, representing the most decreased interactions in the *lrs4Δ* compared to WT (S3C Fig), were predominantly from a region of chrXII between the centromere and rDNA that forms a condensin-dependent TAD [51–53]. 

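In 10 kb bins, the contact scores that fell most in *lrs4Δ* lay on chrIII and in the part of chrXII between *CEN12* and the rDNA. The score of a bin was the log2 of its mean observed/expected contact with the bins 10 to 200 kb away. Of the 20 bins with the lowest log2 fold change against WT among 1185, 17 were on chrIII and 3 were in the chrXII region (160001 to 450000, 29 bins). The chrXII bins were XII_45, at the end of the region next to the rDNA (440001 to 450000, log2 fold change -0.61, SE 0.11), XII_31 (300001 to 310000, -0.50, SE 0.10), which holds *SMC4*, the gene of a condensin subunit, and XII_36 (350001 to 360000, -0.46, SE 0.13), which lies in *REA1* and was named after its values were seen. On chrIII the low bins lay on both sides of the centromere, among them those of *HML* in III_2 (-0.88, SE 0.17), *KAR4* in III_3 (-0.70, SE 0.16) and *CEN3* in III_12 (-0.67, SE 0.20), while the *HMR* bin, III_30, had a log2 fold change of 0.01 (SE 0.18). Of the 29 bins between *CEN12* and the rDNA, 25 were below the median of all bins. limma called 0 of the 1185 bins at an adjusted p under 0.05 and 72 at an unadjusted p under 0.05. Adjusted over the list alone, 25 of the 32 chrIII bins and 13 of the 29 chrXII bins were called lower at 0.05. Both lists are regions that the paper named from these same libraries, and their bins are correlated. As groups, with the correlation between bins estimated, neither passed (adjusted p = 0.113 for both from camera of limma). Without *lrs4Δ* replicate 1 limma called 30 bins, all lower, and with partners up to 100 kb only it called 7, all lower. Without the division by the expected contact, 13 of the 20 lowest bins lay on other chromosomes, 5 on chrIII and 2 in the chrXII region.

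**Figure D1:**
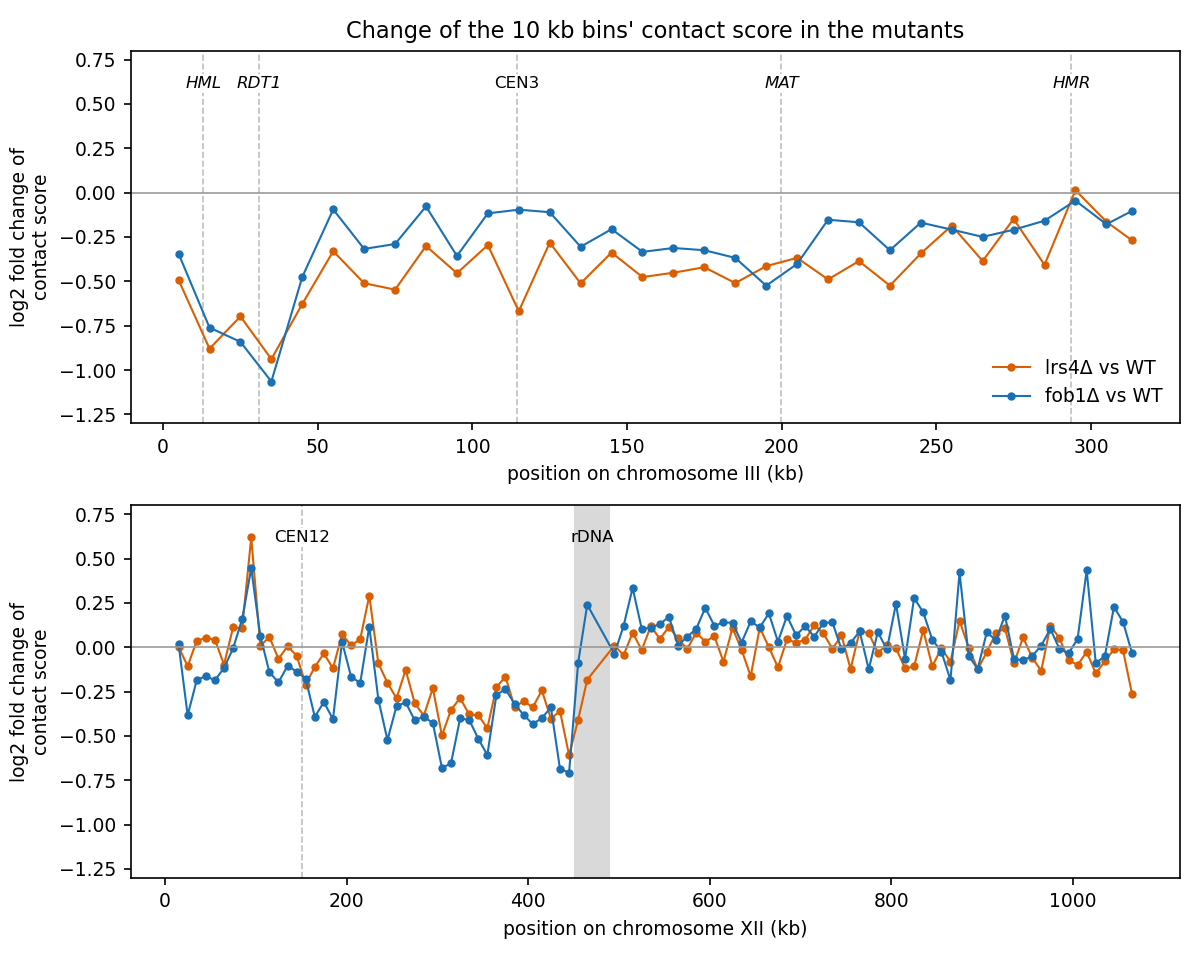
Log2 fold change of the contact score of each 10 kb bin in *lrs4Δ* (orange, n = 3) and *fob1Δ* (blue, n = 2) against WT (n = 2), along chrIII (top) and chrXII (bottom), with position in kb. In both mutants the lowest bin is the one that holds *RDT1*, and the bins to the left of the rDNA (grey) lie mostly below 0.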

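*RDT1*, a non-coding RNA gene of 87 bp, lies on chrIII from 30910 to 30996 (R64), in the recombination enhancer (RE) between *KAR4* and *SPB1*. The 10 kb bin that holds it also carries *SPB1*, *PBN1*, *LRE1* and *APA1*, so the contacts of *RDT1* cannot be separated from those of its neighbours at this bin size. The contact score of this bin was 1.45 ± 0.01 (SD, n = 2) in WT and 0.51 ± 0.49 (SD, n = 3) in *lrs4Δ*, where the replicates gave 1.08, 0.18 and 0.27. Its log2 fold change of -0.94 (SE 0.21) was the lowest of the 1185 bins, with an adjusted p of 0.133 from limma, so it did not pass 0.05. Without *lrs4Δ* replicate 1 the log2 fold change was -1.22 with an adjusted p of 1.5e-05, and with partners up to 100 kb it was -0.74 with an adjusted p of 0.0382. It also passed with WT replicates 1 and 2 as separate samples, as planned before their counts were compared (adjusted p = 0.0484 from limma). With the replicate number as a block it passed too (adjusted p = 0.0246 from limma). Both of these fits count WT replicates 1 and 2 separately, although they differed by less than the sampling noise. Their p-values can therefore be too small. The log2 fold change was -0.14 (rank 53) without the division by the expected contact, and -0.19 (rank 40) when observed and expected contacts were summed before the division.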

The *RDT1*-containing chrIII segment (coordinates 30000 to 35000) was also among the 20 most negative DCI scores in the *lrs4Δ* mutant (Figs 6D and S3E). The same regions of chrIII and XII were also among the most negatively affected in the *fob1Δ* mutant (Fig 6D), including the RE-containing chrIII segment as the top hit (S3D and S3F Fig). 

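In *fob1Δ* the bin that holds *RDT1* also had the lowest log2 fold change of the 1185 bins, and the bins between *CEN12* and the rDNA took a larger part of the list. The score of the *RDT1* bin was 0.38 ± 0.03 (SD, n = 2), a log2 fold change of -1.07 (SE 0.23, adjusted p = 0.143 from limma). This SE rests on a spread shared by WT and both mutants, and in this bin the *lrs4Δ* samples varied most (SD 0.49). In a fit of WT and *fob1Δ* alone the SE was 0.09. Of the 20 lowest bins, 12 were between *CEN12* and the rDNA, 6 were on chrIII and 2 were elsewhere, at the ends of chromosomes I and VIII (I_23 and VIII_1, named after their values were seen, with replicates not apart from WT). The lowest after *RDT1* were its left neighbours, with *KAR4* in III_3 (-0.84, SE 0.18) and *HML* in III_2 (-0.76, SE 0.19). limma called 2 bins at an adjusted p under 0.05 and 79 at an unadjusted p under 0.05. Both called bins fell and both are on chrXII. XII_45, at the end of the region next to the rDNA, which holds *STM1*, *PCD1*, *ACS2* and *RNH203*, had a log2 fold change of -0.71 (SE 0.12, adjusted p = 0.0478 from limma), and XII_31, with *SMC4*, one of -0.68 (SE 0.11, adjusted p = 0.0478 from limma). Adjusted over the list alone, 24 of the 29 chrXII bins and 3 of the 32 chrIII bins were called lower at 0.05. With the correlation between bins estimated, neither group passed (adjusted p = 0.0572 for chrXII and 0.370 for chrIII from camera of limma). Neither call held when WT replicate 2, WT replicate 3, *lrs4Δ* replicate 3, *fob1Δ* replicate 2 or the library labelled *fob1Δ* replicate 1 was left out (0 bins called each time), and without *lrs4Δ* replicate 1 limma called 9 bins and without *lrs4Δ* replicate 2 it called 4. No bin was called without the division by the expected contact, as a ratio of sums, or with partners up to 100 kb, up to 400 kb or from 20 kb on (0 each time). The *RDT1* bin passed without *lrs4Δ* replicate 1 and without *lrs4Δ* replicate 2 (adjusted p = 7.24e-05 and 0.0331 from limma), and in a fit of WT and *fob1Δ* alone (adjusted p = 0.000374 from limma). It also passed with WT replicates 1 and 2 as separate samples, as planned before their counts were compared (adjusted p = 0.0493 from limma), and with the replicate number as a block (adjusted p = 0.0248 from limma). Both of these last fits count WT replicates 1 and 2 separately, although they differed by less than the sampling noise, so their p-values can be too small. The *RDT1* bin had a log2 fold change of -0.14 (rank 635) without the division by the expected contact and of -0.02 (rank 650) as a ratio of sums, and the *fob1Δ* mean includes the library whose *FOB1* bin was not lowered.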

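The bins of chrIII and those between *CEN12* and the rDNA were lower as groups in both mutants, but neither group passed camera of limma with an estimated correlation between bins, adjusted over the 13 groups tested. The 32 bins of chrIII had a mean log2 fold change of -0.43 in *lrs4Δ* (31 of 32 below 0) and -0.30 in *fob1Δ* (32 of 32 below 0). The 29 bins between *CEN12* and the rDNA had a mean of -0.24 in *lrs4Δ* and -0.38 in *fob1Δ* (27 of 29 below 0). With camera's preset correlation both groups passed in both mutants as lower. In *fob1Δ* the 131 bins with ribosomal protein genes (mean 0.05) and the bins to the right of the rDNA (mean 0.08) passed as higher. None of these calls held with the estimated correlation. Leaving out *lrs4Δ* replicate 1 let the chrIII and chrXII groups pass in *lrs4Δ* and the chrXII group in *fob1Δ*. Other sites named in the paper did not stand out: the 16 bins with centromeres had a mean of -0.10 in *lrs4Δ* and 0.08 in *fob1Δ*, and the 227 bins with tRNA genes 0.00 and 0.03. The bins with the 7 sites of S1 Table whose Fold is below -1 had a mean of -0.19 and -0.21, and of -0.07 in both mutants once the *RDT1* bin was left out. The log2 fold changes of the mutants correlated across bins with r = 0.52, and 0 bins were called in both. The correlation was -0.32 without the division by the expected contact and 0.27 without chromosomes III and XII. Without *lrs4Δ* replicate 1, 8 bins were called lower in both mutants, where independent lists would share 0.228. With WT replicates 1 and 2 as separate samples, as planned before their counts were compared, 3 were. This number can be too high, as these libraries differed by less than the sampling noise. Both comparisons use the same WT samples, and simulated groups without any change gave a correlation of 0.55 ± 0.03 (SD, 100 simulations), with a covariance of 0.0081 against 0.0111 in the data. The correlation in the data was not above this value, but the simulations gave all samples of a bin the same spread. In the *RDT1* bin the SD was 0.01 in WT and 0.49 in *lrs4Δ*. The simulations therefore cannot tell how much correlation the shared WT samples give. The sign was the same in 60.4% of the bins, against 68.8% in the simulations. A split would leave 1 WT sample for each mutant and was not made, so the part of the correlation that comes from the shared WT samples was not separated.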

Taken together, we conclude that Lrs4 and Fob1 both dictate chrIII and XII organization, most likely through localized recruitment and loading of condensin.

Previous 3C and Hi-C analyses of chrIII conformation in *MAT*a and *MAT*α cells identified a prominent interaction between the subtelomeric *HML* and *HMR* loci [31,54]. Deleting the *RDT1* promoter (100bpΔ mutant) was sufficient to disrupt the *HML*-*HMR* interaction at least partially in *MAT*a cells, freeing *HMR* to interact with the *MAT*a locus [27]. This mutant also disrupted contacts between *HML* and the right arm of chrIII, including *MAT*a [27]. To test if these contacts were also disrupted by *lrs4Δ* or *fob1Δ*, an iteratively corrected chrIII Micro-C XL contact map (10kb bins) for each mutant was directly compared to WT (Fig 7A and 7B). Sequencing reads from at least 2 biological replicates were pooled to maximize resolution. 

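In WT the bin that holds *RDT1* had more contact than expected with all 27 bins that lie 20 kb or more to its right. The log2 observed/expected contact over these 27 bin pairs was 1.80 ± 0.10 (SD, n = 2), with values of 1.87 and 1.73 in the samples. By distance it was lowest at 0.34, 20 kb from *RDT1*, and at a distance of 260 kb, in the bin that holds *HMR*, it was 2.30 and 2.94 in the samples. The bins of *HML* (11146 to 14849) and *HMR* (292388 to 295034), the silent donor cassettes, were in contact at 2.45 ± 0.37 (SD, n = 2), and the first and last bins of chrIII at 3.23 ± 0.43 (SD, n = 2). The *HML*-*HMR* and telomere values rest on 1 bin pair each, and the WT samples differed on them by more than on the *RDT1* contacts. Expected contact here is the genome-wide mean at each distance. Other chrIII pairs without *RDT1* lay above it in WT too, among them *HMR* with *MAT* at 2.24 ± 0.39 (SD, n = 2).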

Combined with the higher resolution of Micro-C XL, the WT pattern now delineated an apparently rightward-extended path of interaction anchored at the RE-containing bin, as well as the expected *HML*-*HMR* (green arrow) and telomere-telomere (red arrows) interacting bins, which were offset from the line of RE-anchored interactions. 

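Contacts of the *RDT1* bin with the bins to its right fell in both mutants. The log2 observed/expected contact was 0.59 ± 0.54 (SD, n = 3) in *lrs4Δ* and 0.54 ± 0.01 (SD, n = 2) in *fob1Δ*, so that WT had 2.32 times the contact of *lrs4Δ* and 2.40 times that of *fob1Δ*. As means of the log2 values of the samples, all 27 bin pairs were lower in *lrs4Δ*, and 26 of 27 in *fob1Δ* (camera of limma with an estimated correlation, adjusted p = 0.0292 for each over 8 tests). Every replicate of each mutant was below both WT samples, and a two-sided exact permutation test gave p = 0.2 and p = 0.333, the smallest that 3 against 2 and 2 against 2 samples allow. No single bin pair of chrIII was called by limma (0 of 464 in either mutant, with 64 in *lrs4Δ* and 34 in *fob1Δ* at an unadjusted p under 0.05). Of the 29 tested pairs that hold the *RDT1* bin, 0 were called. The *HML*-*HMR* contact was 1.88 ± 0.13 (SD, n = 3) in *lrs4Δ*, a log2 difference of -0.57 from WT, and 1.59 ± 0.72 (SD, n = 2) in *fob1Δ*, a difference of -0.86. Each replicate lay below both WT samples here too, but limma did not call this bin pair (adjusted p = 0.873 and 1.00), so the fall is not separated from the noise of a single bin pair. The contact of the chrIII ends was 3.66 ± 1.26 (SD, n = 3) in *lrs4Δ* and 2.72 ± 0.31 (SD, n = 2) in *fob1Δ*, with differences of 0.43 and -0.52 from WT that did not pass the exact permutation test (p = 0.8 and p = 0.667). In *lrs4Δ* this difference was 0.12 without WT replicate 3, 1.07 without *lrs4Δ* replicate 2 and -0.19 without *lrs4Δ* replicate 1, and in *fob1Δ* it was -0.82 without WT replicate 3 and -0.30 without the library labelled *fob1Δ* replicate 1. The call of the *RDT1* contacts as a set depends on the libraries in both mutants. The adjusted p from camera of limma was 0.102 in both mutants without WT replicate 3 and 0.0638 in both without *fob1Δ* replicate 2. In *lrs4Δ* it was 0.0627 without the library labelled *fob1Δ* replicate 1, 0.0629 without *lrs4Δ* replicate 2 and 0.126 without *lrs4Δ* replicate 3, and in *fob1Δ* it was 0.0569 without the library labelled *fob1Δ* replicate 1 and 0.0789 without *lrs4Δ* replicate 3. Without the division by the expected contact the *RDT1* difference in *fob1Δ* was -0.81, where it was -1.26 with it, the *HML*-*HMR* difference in *lrs4Δ* was -0.95, and the difference at the chrIII ends in *lrs4Δ* was 0.14. In the authors' pooled maps the differences in *fob1Δ* were -0.44 for *HML*-*HMR* and -0.34 for the chrIII ends. The *HML*-*HMR* difference in *lrs4Δ* was -0.31 without WT replicate 3. In *fob1Δ* it was -0.35 without the library labelled *fob1Δ* replicate 1 and -1.37 without replicate 2, as the contact was 2.11 times the expected one in the library labelled *fob1Δ* replicate 1 and 4.29 times in replicate 2.

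**Figure D2:**
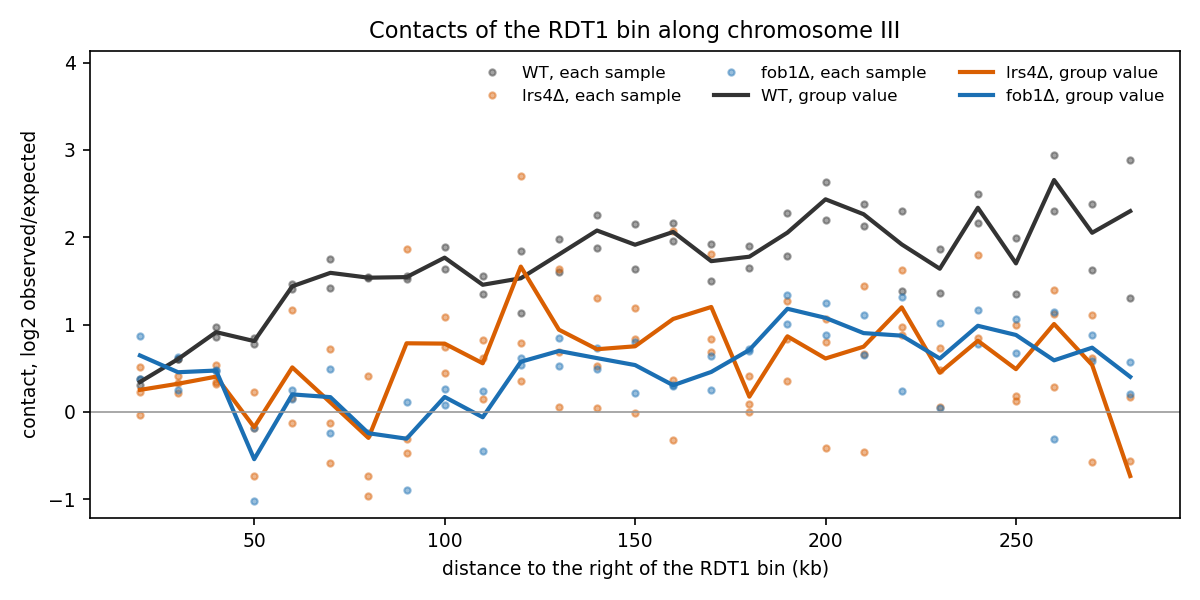
Contact of the *RDT1* bin with each bin to its right on chrIII, as log2 observed/expected against the distance in kb. Points are samples (WT n = 2, *lrs4Δ* n = 3, *fob1Δ* n = 2) and lines are the log2 of the mean linear contact of each group. The WT line is above 0 at all 27 distances, and each mutant line lies below it at 26 of them. The *lrs4Δ* line stays above 0 at 24 distances and the *fob1Δ* line at 23.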

Importantly, the *HML*-*HMR* and RE-anchored interactions were disrupted in the *lrs4Δ* and *fob1Δ* mutants, but the telomere-telomere interaction was retained (Fig 7A and 7B, red arrows). Subtraction plots of the pooled Micro-C XL data (WT minus mutant) revealed a gradient along the RE-anchored interaction path (Fig 7C and 7D), consistent with Lrs4- or Fob1-recruited condensin mediating loop extrusion in a rightward direction. 

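The excess of WT over mutant contact along the *RDT1* path shrank with distance on the linear scale in the pooled maps of both mutants and in the replicates of *fob1Δ*, and did not shrink on a log scale. In the authors' deposited table of the pooled subtraction, the difference was above 0 in 26 of the 27 bins to the right of *RDT1* for each mutant, and its Spearman correlation with distance was -0.51 for *lrs4Δ* and -0.57 for *fob1Δ*. Taken from the replicates scaled to the same total, the correlation was -0.14 for *lrs4Δ* and -0.58 for *fob1Δ*. This total includes pairs within a bin, which were 92.5% of the read pairs in *lrs4Δ* replicate 1 and 72.1% in replicate 2. At 20 kb from *RDT1* the scaled contact was 28.4, 386 and 175 in the *lrs4Δ* replicates, against 156 and 155 in the WT samples. The linear mean of *lrs4Δ* thus also reflects this share. All contacts become rarer with distance, so a difference of linear values becomes smaller with distance even where the fold stays the same. On the log2 observed/expected scale, the correlation of the difference with distance was 0.60 for *lrs4Δ* and 0.19 for *fob1Δ*, so the fold loss was as large or larger far from *RDT1*. Bins along 1 chromosome are not independent, and no p is given for these correlations. The linear value for *lrs4Δ* depends on the library: it was -0.80 without *lrs4Δ* replicate 2 and 0.00733 without *lrs4Δ* replicate 1. With a library left out, the log2 value ran from 0.47 to 0.61 for *lrs4Δ* and from 0.16 to 0.29 for *fob1Δ*.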

Individual replicate iterative correction interaction maps and subtraction plots are provided in S4 Fig. Loop extrusion by the yeast condensin complex proceeds unidirectionally *in vitro* [2], but given the proximity of *RDT1* with the left telomere (~30kb), we cannot formally rule out two-sided loop extrusion *in vivo*. 

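The replicates differed in how much of the *RDT1*-anchored contact was left. The log2 observed/expected contact of the *RDT1* bin with the bins to its right was 1.20, 0.19 and 0.38 in *lrs4Δ* replicates 1, 2 and 3, 0.55 in the library labelled *fob1Δ* replicate 1 and 0.54 in *fob1Δ* replicate 2, all below the lower WT sample. On the linear scale the difference from WT had a Spearman correlation with distance of -0.78, 0.34 and -0.33 in the *lrs4Δ* replicates and of -0.59 and -0.43 in the *fob1Δ* libraries. On the log2 scale the same correlations were 0.41, 0.50, 0.28, 0.22 and 0.26. In the authors' deposited table of *lrs4Δ* replicate 2, 87.0% of the values other than 0 are above 0, and the lowest is -0.0027. The matrix of this replicate is on another scale than the others, with a total of 948277 for 3574157 read pairs, so its subtraction mostly shows the WT map.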

To confirm that condensin loss directly alters chrIII structure, we re-analyzed 3C-seq data obtained from asynchronous cultures where Brn1 was depleted from the nucleus using anchor-away [53]. As shown in Fig 7E, Brn1 depletion more generally disrupted chrIII organization as compared to *lrs4Δ* and *fob1Δ*, though contacts between the left and right arms were also disrupted, consistent with loss from the *RDT1* region.

**Fig 7:**
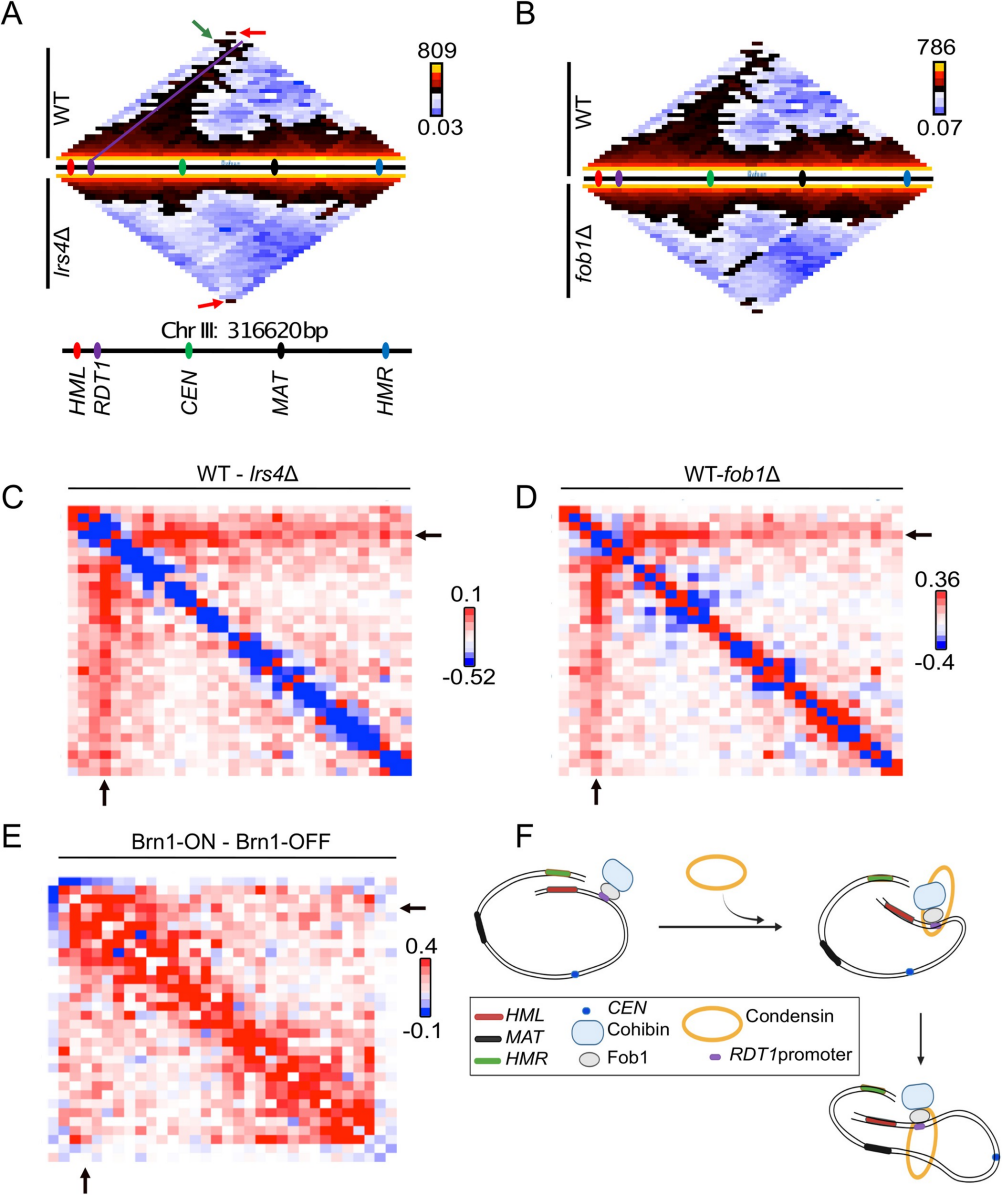
Lrs4, Fob1, and condensin control chromosome III conformation in *MAT*a cells. (**A**) Micro-C XL interaction heat map (iteratively corrected) for chromosome III at 10 kb resolution comparing WT (top) and *lrs4Δ* (bottom) strains. In the WT map, a green arrow indicates the *HML-HMR* interaction, a purple line indicates interaction of the *RDT1*-containing bin with the rest of chrIII. Red arrows indicate the telomere-telomere interaction. (**B**) ChrIII interaction heat maps for WT and *fob1Δ* strains. The color scales in panels A and B indicate maximum and minimum interaction counts from 10kb intervals across the genome. (**C**-**D**) Subtraction of *lrs4Δ* or *fob1Δ* interaction frequencies from WT reveals a rightward diminishing gradient of interaction in the WT strain anchored at the *RDT1* bin. Red shading indicates high in WT and blue shading indicates higher in the mutant. (**E**) Subtraction of the Brn1 anchor-away interaction frequencies from non-depleted control. Black arrows indicate the *RDT1* bin. Subtraction values in panels C-E are arbitrarily scaled to be in the linear color scale range. Sequencing reads were pooled from 2 or 3 biological replicates. (**F**) Loop extrusion model for condensin anchored to the *RDT1* promoter by Fob1 and cohibin, bringing *HML* in proximity with *MAT*a.

Since Fob1 and cohibin recruit condensin to the rDNA (S5A Fig schematic), and a condensin-dependent TAD is formed on chrXII between the rDNA and centromere [52,53], we predicted that deleting *LRS4* or *FOB1* would disrupt this TAD. 

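Contacts within the region between *CEN12* (150828 to 150947) and the rDNA (451575 to 489469) fell in both mutants. The log2 observed/expected contact over the 378 pairs of bins from 160001 to 450000 was 0.43 ± 0.01 (SD, n = 2) in WT, 0.07 ± 0.09 (SD, n = 3) in *lrs4Δ* and -0.15 ± 0.07 (SD, n = 2) in *fob1Δ*. The log2 differences from WT were -0.37 in *lrs4Δ* and -0.59 in *fob1Δ*. Of the 378 pairs, 295 had a lower mean in *lrs4Δ* and 324 in *fob1Δ* (camera of limma with an estimated correlation, adjusted p = 0.0292 and 0.0138). The mutants differed from each other by 0.22, with less contact in *fob1Δ* (two-sided exact permutation test, p = 0.2, the smallest it can give). Without the division by the expected contact this order turned, with differences from WT of -0.48 in *lrs4Δ* and -0.37 in *fob1Δ*. All replicates of both mutants lay below both WT samples. No single bin pair of chrXII was called by limma (0 of 3833 in either mutant, with 212 in *lrs4Δ* and 132 in *fob1Δ* at an unadjusted p under 0.05). The set missed the threshold in both mutants without WT replicate 3 (adjusted p = 0.102 in each from camera of limma), and in *lrs4Δ* also without *lrs4Δ* replicate 1 (adjusted p = 0.0751) and without *lrs4Δ* replicate 3 (adjusted p = 0.121).

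**Figure D3:**
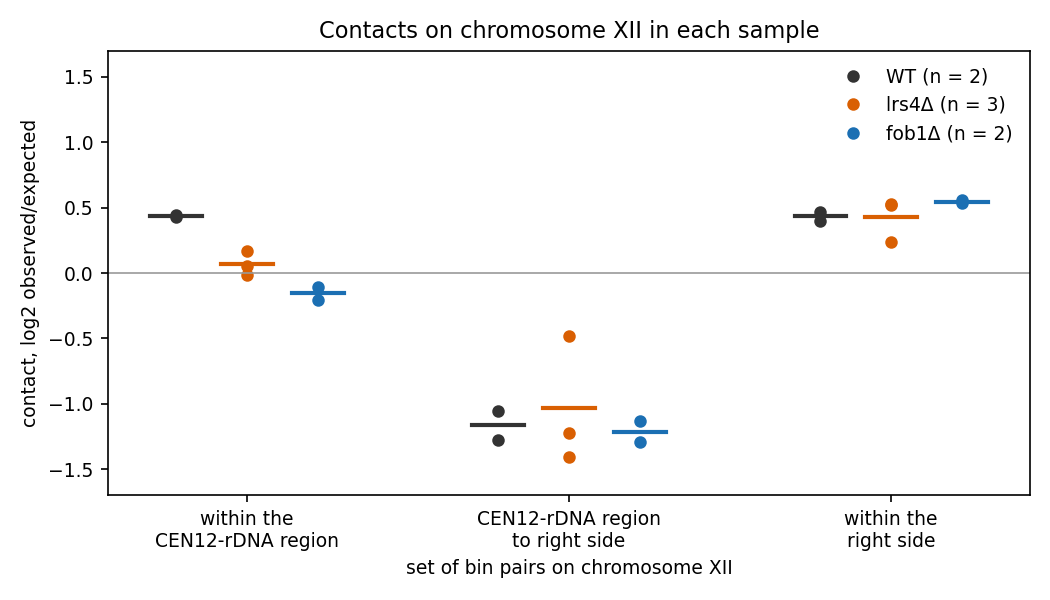
Log2 observed/expected contact of each sample (points) and group mean (bars) within the region between *CEN12* and the rDNA, between that region and the right side of chrXII, and within the right side. WT is plotted in black (n = 2), *lrs4Δ* in orange (n = 3) and *fob1Δ* in blue (n = 2). Within the region between *CEN12* and the rDNA, WT lies at 0.43, above every mutant sample.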

Micro-C XL interaction subtraction plots were generated for chrXII, indeed revealing defects in TAD formation for the *lrs4Δ* and *fob1Δ* mutants (S5B and S5C Fig), similar to the defect observed following Brn1 depletion by anchor-away (S5D Fig; [53]). 

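Contact between the *CEN12*-rDNA region and the chrXII bins to the right of the rDNA (490001 to 1078177) was below the expected level in every sample. Its log2 observed/expected value was -1.17 ± 0.16 (SD, n = 2) in WT, -1.03 ± 0.49 (SD, n = 3) in *lrs4Δ* and -1.21 ± 0.12 (SD, n = 2) in *fob1Δ*. The differences from WT, 0.13 and -0.05, are smaller than the spread between samples (two-sided exact permutation test, p = 1 and p = 0.667). Of the 954 bin pairs tested, 423 had a lower mean in *lrs4Δ* and 431 in *fob1Δ* (camera of limma, adjusted p = 0.451 and 0.977). The mean of their log2 differences was 0.18 and 0.15. The region value averages contacts over all 1682 bin pairs. The other mean averages logarithms, with a pseudocount, over the 954 pairs that passed the filter on low values. In *fob1Δ* the directions differ, and which of these choices turns it was not tested. The *lrs4Δ* difference rests on replicate 1, which had a value of -0.48 against -1.22 and -1.40 in replicates 2 and 3, and without it the difference was -0.15. It was 0.22 without *lrs4Δ* replicate 2, 0.32 without *lrs4Δ* replicate 3 and 0.0178 without WT replicate 3. The *fob1Δ* difference was 0.0337 without *fob1Δ* replicate 2, -0.13 without the library labelled *fob1Δ* replicate 1 and -0.16 without WT replicate 3. In the authors' pooled maps the *lrs4Δ* difference was -0.0375, and it was -0.18 without the division by the expected contact.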

All three mutant conditions also resulted in more frequent interactions between the disrupted TAD region and the right side of chrXII (S5D Fig; [53]). 

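Within the right side of chrXII, from 490001 to 1078177, contact was 0.55 ± 0.02 (SD, n = 2) in *fob1Δ* on the log2 observed/expected scale, against 0.43 ± 0.05 (SD, n = 2) in WT and 0.43 ± 0.17 (SD, n = 3) in *lrs4Δ*. The *fob1Δ* libraries, at 0.53 in the library labelled replicate 1 and 0.56 in replicate 2, were both above the WT samples, at 0.40 and 0.47. This is a difference of 0.11, or 1.08 times the WT contact (two-sided exact permutation test, p = 0.333, the smallest it can give). Of the 1596 bin pairs, 648 had a lower mean in *fob1Δ* and 869 in *lrs4Δ*, and neither set passed camera of limma (adjusted p = 0.692 and 0.988). Without the division by the expected contact the difference was 0.0257 in *fob1Δ* and -0.30 in *lrs4Δ*. In *lrs4Δ* it was -0.00403 with the division, 0.0924 without replicate 1, 0.0294 without WT replicate 3 and 0.0848 in the authors' pooled maps.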

Lastly, TAD disruption in the *fob1Δ* mutant coincided with substantial self-interaction within the right side of chrXII, perhaps due to redistribution of the released cohibin, condensin, cohesin, and potentially other unknown factors. Taken together, we conclude that similar to the rDNA locus, Fob1 and cohibin recruits and anchors condensin to the *RDT1* promoter where it folds chrIII into a specialized conformation through loop extrusion (Fig 7F).

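The mating-type loci on chrIII give the contacts that this conformation would bring together. *MAT* lies from 198671 to 201177, in the right arm. The reference carries the genes MATALPHA1 and MATALPHA2 at *MAT* and HMRA1 and HMRA2 at *HMR*, while the strains are *MAT*a. Reads from the a sequence at *MAT* can therefore be placed at *HMR*. Contacts given here for *HML*, *HMR* and *MAT* may thus include pairs of another of these loci, and how many was not tested. Contact of the *HML* bin with the 2 bins of *MAT* was 2.11 ± 0.37 (SD, n = 2) in WT on the log2 observed/expected scale, 0.84 ± 0.74 (SD, n = 3) in *lrs4Δ* and 0.90 ± 1.04 (SD, n = 2) in *fob1Δ*, so WT had 2.41 and 2.32 times the contact of the mutants. Every mutant replicate was below both WT samples, and the exact permutation test cannot pass 0.05 at these numbers. In *fob1Δ* the value was 0.16 in the library labelled replicate 1 and 1.63 in replicate 2, so the difference was -0.48 without the library labelled replicate 1 and -1.95 without replicate 2. Contact of *HMR* with *MAT* was 2.24 ± 0.39 (SD, n = 2) in WT, 2.39 ± 0.65 (SD, n = 3) in *lrs4Δ* and 1.54 ± 0.24 (SD, n = 2) in *fob1Δ*. Both *fob1Δ* libraries were below WT, with a difference of -0.70 that was -0.42 without WT replicate 3, while the *lrs4Δ* replicates lay on both sides. Without the division by the expected contact the *lrs4Δ* difference turned from 0.15 to -0.22. It was -0.11 without *lrs4Δ* replicate 1, 0.51 without *lrs4Δ* replicate 2, 0.0491 without *lrs4Δ* replicate 3 and 0.43 without WT replicate 3. The paper predicted a disrupted chrXII domain because Fob1 and cohibin recruit condensin to the rDNA, and it sets the defect in both mutants beside that after depletion of the condensin subunit Brn1. Taking its results together, it concludes that Fob1 and cohibin also bring condensin to the *RDT1* promoter and anchor it there, where it folds chrIII by loop extrusion. The Brn1 depletion and the ChIP assays are not analysed here, and the contact maps show the contacts, not the proteins at them.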

## Discussion

Interphase chromosomes of multicellular organisms are organized into 3-dimensional domains ranging in size from kilobase scale chromatin loops to megabase scale topologically associated domains (TADs). Yeast chromosomes are also 3-dimensionally organized, but at a much smaller scale. Computational modeling, imaging, and Hi-C analyses predict a Rabl-like conformation whereby centromeres are clustered with the duplicated spindle pole bodies, and telomeres clustered into several perinuclear foci [55]. Tethered centromeres limit spatial mobility of the chromosome arms [56], which essentially fill limited space within the small yeast nucleus, resulting in chromosome “territories” that can be largely explained by geometrical constraints [57]. Despite such limitations, there are still multiple biochemically generated architectural features within the yeast genome, including abundant self-associating chromatin domains detected by Micro-C that only span across one to five genes and are dependent on chromatin remodeling factors [49,58]. There are also biochemically generated large-scale features, such as the rDNA array and the condensin-dependent TAD formed between the centromere and rDNA on chrXII (S5 Fig; [51–53,55]). The *MAT*a- and *MAT*α-specific conformations of chrIII comprise the other major large-scale architectural features of the budding yeast genome [31,54].

### A shared mechanism of condensin recruitment between the rDNA and chrIII

Lrs4 (Loss of rDNA silencing 4) was first identified through a screen for genes that function in Sir2-dependent rDNA silencing [59]. It was later found to be a subunit of the meiotic monopolin complex (Lrs4/Csm1/Mam1) responsible for monopolar attachment of microtubules to kinetochores during meiosis I [25]. We became interested in cohibin (Lrs4/Csm1) as a possible condensin and Sir2 recruitment factor for chrIII in *MAT*a cells because pull-down experiments with TAP-tagged Lrs4 and Csm1 subunits identified Mcm1 as a putative interacting protein [37]. Additionally, Lrs4, Csm1, and Tof2 were previously identified in a protein interaction network with Fob1 and the RENT complex [19], and to be involved in both cohesin and condensin recruitment at IGS1 in the rDNA [9,19]. While primarily localized at the rDNA/nucleolus, some of these factors have known functions outside the nucleolus. The Cdc14 subunit of RENT is partially redistributed outside the nucleolus during early anaphase by the FEAR network [60], and then further released at late anaphase by the Mitotic Exit Network (MEN) [61]. Similarly, cohibin is released from the nucleolus by the MEN network during anaphase, relocalizing to kinetochores to ensure faithful chromosome segregation [40]. Cohibin also interacts with telomeres where it promotes their clustering at the nuclear periphery during S and G1 through association with inner nuclear membrane proteins [37]. The RE/*RDT1* promoter represents a new functional cohibin target. It remains to be determined if this locus plays any role in the FEAR or MEN networks.

### Fob1 function at the RE

Recruitment of cohibin and condensin to the RE is the first non-nucleolar function described for Fob1. Cohibin recruitment to telomeres is dependent on the SIR proteins, not Fob1, and is enhanced in a *fob1Δ* mutant due to release of Sir2 from the rDNA [37]. There is also no evidence of cohibin recruiting condensin to telomeres, and we have not detected significant condensin enrichment at telomeric regions in ChIP-seq datasets. Therefore, the finding that Fob1 is required for cohibin and condensin recruitment at *RDT1* makes the underlying mechanism most similar to recruitment of these factors at rDNA. In such a model, Fob1 provides the sequence-specific DNA binding function, either at the *RDT1* promoter or RFB TER sites at the rDNA. A key distinction is the Mcm1/α2 binding site upstream of *RDT1* controls the mating-type specificity. We propose that formation of an Mcm1/α2 heterodimer at the *RDT1* promoter in *MAT*α cells forms repressive chromatin structure that prevents DNA binding by Fob1, blocks cohibin from interacting with Fob1 and Mcm1, or perhaps blocks a putative Mcm1-Fob1 association. An inability to load condensin therefore prevents formation of the chrIII structural features observed in *MAT*a cells. The absence of Mcm1/α2 regulation at the rDNA makes cohibin, condensin, and RENT recruitment independent of mating-type.

At the rDNA, Fob1 also acts as a unidirectional DNA replication fork block factor. Fob1 bound to the TER1/TER2 sites blocks forks moving in opposite direction of RNA Pol I transcription [10,11]. An autonomously replicating sequence (*ARS304*) is located immediately upstream of the Fob1 binding site at *RDT1* and is marked by the Mcm1/α2 binding site. Although bound by Mcm1, ARS304 and all other ARS elements to the left of *RDT1* are inactive [62], implying the region is replicated from the highly active *ARS305* located to the right of the RE. The RE or *RDT1* promoter region has not been implicated in fork blocking in WT strains, though pausing has been detected in a strain lacking Rrm3, a helicase that normally facilitates replication through non-histone protein complexes [63]. Fork block activity of Fob1 at the rDNA is genetically separable from its role in silencing via RENT recruitment [64], so it is possible that both activities occur at *RDT1* under specific conditions such as a particular cell cycle stage or mating-type switching.

Fob1 and cohibin could potentially function in mediating chromatin organization of chrIII separate from their roles in recruiting condensin. For example, Fob1 was previously shown to mediate “chromosome kissing” or looping between rDNA repeats through inter-repeat Fob1-Fob1 protein interactions [15]. Cohibin is also thought to link different chromatin regions through protein-protein interactions mediated by globular domains of the Csm1 subunit, a mechanism by which cohibin-bound telomeres are clustered at the nuclear periphery through interaction with inner nuclear membrane proteins [24]. Given that *RDT1* is located only 16 kb from *HML*, it is possible that the cohibin recruited to *RDT1* by Fob1 could potentially contribute similarly to the known localization of *HML* near the nuclear periphery [65]. There is also evidence for the RE (left half) modifying the stability of gene silencing at *HML* [66], suggesting cross-talk between the two loci.

### Fob1 and cohibin organize chromosome XII structure

Brn1 depletion disrupts the TAD-like domain between the centromere of chrXII and the rDNA (S5D Fig; [53]). Unfortunately, the repetitive rDNA is not visible in Hi-C and related experiments, but we can speculate that this region of chrXII closely associates with the rDNA array, especially since it forms during anaphase when the rDNA is also condensed [52]. Evidence for rDNA association with the chrXII centromere and the TAD region was obtained by *in silico* 4C analysis that considered the rDNA repeats as a single locus, revealing that the rDNA associated more frequently with the left side of chrXII than the right side, especially with the TAD region [53]. This directionality could be related to the direction of rDNA transcription by RNA polymerase I, which progresses toward the centromere side of chrXII, potentially generating positive supercoiling downstream. Consistent with such a directional model, we previously observed strong chromatin differences in the form of Sir2-dependent transcriptional silencing between the left and right rDNA-flanking chrXII regions that were driven by the direction of RNA Pol I transcription [67]. Silent chromatin had spread out of the rDNA and into the left flanking unique sequence, but not into the right flank [67]. In yeast, the nuclear envelope does not break down during mitosis and rDNA transcription by Pol I continues even though the chromatin is more condensed. Perhaps anaphase specificity of the *CEN12*-rDNA TAD is meant to isolate such an unusual structure from the rest of the genome during mitosis, as evidenced by contacts with the right side of chrXII when Fob1, Lrs4, or Brn1 are deleted or depleted (S5B–S5D Fig). Further evidence that the TAD structure is associated with the rDNA comes from the fact that deleting *FOB1* or *LRS4*, which prevents condensin recruitment to the rDNA, also significantly weakens the TAD structure, especially close to the rDNA (S5 Fig).

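The part of the *CEN12*-rDNA region next to the rDNA had more contact than the part next to *CEN12*, and this excess was smaller in the mutants. On the log2 observed/expected scale the part near the rDNA exceeded the part near *CEN12* by 0.99 ± 0.08 (SD, n = 2) in WT, 0.62 ± 0.15 (SD, n = 3) in *lrs4Δ* and 0.75 ± 0.08 (SD, n = 2) in *fob1Δ*, over 78 bin pairs in each part. The differences from WT were -0.37 and -0.24, and all 5 mutant libraries lay below both WT samples (two-sided exact permutation test, p = 0.2 and p = 0.333, the smallest it can give). In *fob1Δ* the difference was -0.11 without the division by the expected contact. The library labelled *fob1Δ* replicate 1 had a value of 0.80 and replicate 2 one of 0.69.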

### A model for condensin-mediated loop extrusion associated with mating-type switching

SMC complexes such as condensin and cohesin generate chromatin loops through ATP-dependent loop extrusion. Results herein predict that condensin anchored at the *RDT1* promoter performs loop extrusion in *MAT*a cells that extends toward the centromere and *MAT*a locus on chrIII (Fig 7F). While we could not perform a time course of increased DNA juxtaposition from the condensin-bound anchor point in the RE, as was previously done for the *Bacillus subtilis* SMC (condensin) complex loaded onto a specific ParB recruitment site on the circular chromosome [68], we did detect a discreet path of juxtaposition with rightward extension across a diminishing gradient (Fig 7). This path of juxtaposition was eliminated if condensin recruitment was blocked (*fob1Δ* or *lrs4Δ*) or weakened by Brn1depletion with anchor-away, and also consistent with one-sided loop extrusion activity reported for yeast condensin *in vitro* [2]. Similarly, the condensin dosage compensation complex in *C*. *elegans* was recently shown to unidirectionally spread from specific Rex recruitment sites to form loops *in vivo* [69]. On the other hand, human condensin I or II was capable of bidirectional and reversible loop extrusion *in vitro* [70]. Computational models support a requirement for two-sided loop extrusion to compact the much larger vertebrate genomes [71], but single molecule studies in *Xenopus* extracts indicated that loop extrusion by condensin in metaphase was primarily unidirectional, with a smaller fraction bi-directional [72]. Our Micro-C XL results are consistent with the unidirectional model for yeast condensin on chrIII, but do not rule out movement in both directions because *RDT1* lies too close to *HML* and the left telomere to detect extrusion in that direction.

Loop extrusion anchored at the *RDT1* promoter would provide a mechanism that allows *HML* to scan rightward across the right arm of chrIII (Fig 7F), thus increasing the chance of contact with *MAT*a when mating-type switching becomes induced. Given that most donor preference activity comes from the left side of the RE, a domain that shows little effect on chrIII structure [31], we hypothesize the Fob1-dependent chrIII structure has an additional function, perhaps related to regulation of chromosome segregation during mitosis, similar to the rDNA on chrXII. In conclusion, we have established the *RDT1* promoter region of the RE as a new non-repetitive genetic system for future study of condensin loading mechanisms, its regulation by transcription, and programmed structural organization via loop extrusion in yeast.

## Materials and methods

### Yeast strains and plasmids

Yeast strains listed in S2 Table were grown in yeast extract-peptone-dextrose (YPD) or appropriate synthetic complete (SC) dropout medium at 30°C. Gene deletions were constructed by PCR-mediated one-step replacement with *kanMX4*, *natMX6* or *hygMX6* cassettes. C-terminal epitope-tagging of endogenous genes was achieved by integrating 3xHA-*TRP*, 3xV5-*kanMX6*, or 13xMyc-*kanMX6* in place of the stop codon. To generate yeast strains expressing GST-Fob1, a *GST-FOB1* ORF segment was PCR amplified from pJSS92-8 (pGEX6P1 expressing GST-Fob1) and subcloned into *Hin*dIII/*Xba*I sites of pYES2.URA using the In-Fusion method (Takara). The *rdnΔΔ* yeast strain NOY891carrying pNOY353 was maintained on SC-trp 2% galactose [45]. Primers used in strain construction are listed in S3 Table.

### Immunoblots and Immunoprecipitation

Samples for immunoblot analysis were prepared from whole cell extracts using the TCA/glass bead method as previously described [36]. Immunoblots were performed with the following antibodies: anti-myc (Cell Signaling, #71D101:2,000), anti-HA (Cell Signaling, #C29F41:2000), M2 anti-FLAG (Sigma, #F1804, 1:2000), anti-Sir2 (Santa Cruz, 1:2000), or anti-tubulin (Millipore Sigma, #T5168 1:4000). Secondary antibodies were HRP-conjugated anti-mouse (Cell Signaling #7076S, 1:4000) or HRP-conjugated anti-rabbit (Cell Signaling #7074S, 1:4000). Protein–antibody conjugates were revealed by chemiluminescence (Immobilon Western Chemiluminescent HRP substrate, Millipore). To disrupt DNA-mediated protein interactions, cell lysates were digested with Dnase I (100 μg/ml) at 37°C for 20 min prior to antibody incubation.

For immunoprecipitations, yeast strain MD73 (Lrs4-3xHA, Brn1-13x-myc) was grown to OD_600_ of 0.6–0.8, washed, and frozen at -80°C. Cell pellets were resuspended in lysis buffer (50 mM HEPES-KOH [pH 7.5], 150 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% Nonidet P-40) containing Complete Protease Inhibitor Cocktail (Roche) and then disrupted with glass beads in a Mini-Beader-16 (Biospec Products). Extracts were centrifuged at 13,000 rpm in a microfuge for 15 min at 4°C. Supernatants were incubated with anti-HA ((#C29F41) or anti-myc (9E10) antibody at 4°C for 2 hr, followed by 30 μl of pre-washed Protein A agarose beads (GE) for 2 hr. Beads were collected by centrifugation at 500xg for 5 min, washed twice with wash buffer (50 mM HEPES-KOH [pH 7.5], 150 mM NaCl, 1 mM EDTA), boiled in 1X Laemmli buffer at 95°C for 5 min and run on SDS-PAGE gel for immunoblotting.

### Chromatin immunoprecipitation

ChIP assays were performed as previously described [36]. Recovered DNA was analyzed by real-time PCR using SensiMix SYBR Hi-ROX kit (Bioline, # QT605-05) on a Step One plus real-time PCR machine (Applied Biosystems). PCR primer sequences used for the study are listed in S3 Table. Enrichment was calculated at the respective loci and plotted as percent input. For ChIP-seq experiments, libraries were prepared from the recovered DNA using an Illumina Trueseq ChIP Sample Prep kit (#IP-202-1024) and TrueSeq standard protocol. Single-end sequencing was completed on an Illumina NextSeq 500 at the UVA Genomic Analysis and Technology Core, RRID:SCR_018883. Biological duplicate fastq files for each sample were merged and reads were aligned to the sacCer3 reference genome (release R64-2-1) using Bowtie2 with the following options:—best,—stratum,—nomaqround, and—m10 [73]. The aligned reads were filtered and indexed using SAMtools to generate bam files, which were then converted to bed files using BEDTools [74]. The raw and processed datasets used in this study have been submitted to the NCBI GEO database. The ML1 input replicates are available at GSE92714 (samples GSM2436227 and GSM2436228), and all other ChIP-seq replicates are available at GSE198162. MACS2 was used to call peaks with the following options:—broad,—keep-dup, -tz 150, and -m 3, 1000 [75]. Ctf3 peaks in the WT backgrounds were subtracted from the WT Brn1-13xMyc, WT Lrs4-13xMyc and *lrs4Δ* Brn1-13xMyc peaks, respectively, using BEDTools “intersect” with the–v option. DiffBind was used to call for peaks that were differentially bound in WT Brn1-13xMyc and *lrs4Δ* Brn1-13xMyc samples.

### ChIP-reChIP

ChIP-reChIP was performed as previously described [76]. The steps were similar to standard ChIP with the first primary antibody until elution of the chromatin DNA from beads, which was done with 75 μl reChIP elution buffer (Tris-EDTA, 1% SDS, 10 mM DTT, protease inhibitor cocktail) by incubating at 37°C for 30 min. The eluent was transferred to a new microfuge tube and diluted 20 times with dilution buffer (20 mM Tris HCl, pH 8, 150 mM NaCl, 1% Triton X-100, 2 mM EDTA, protease inhibitor cocktail). The second primary antibody was then added, followed by incubation with Protein G magnetic beads (Thermo Fischer Scientific). Following washes and recovery of DNA with final elution buffer (1% SDS and 100 mM NaHCO_3_), the purified DNA was subjected to qPCR for detecting relative enrichment of co-bound proteins at the indicated loci.

### Micro-C XL

Micro-C XL was performed as previously described [49], with modifications. WT, *lrs4Δ* and *fob1Δ* strains were grown in duplicate or triplicate 100 ml YPD cultures to mid-log phase, then crosslinked with 3% formaldehyde for 10 min at 30°C and quenched with glycine. Cells were centrifuged, washed with sterile water, resuspended in 10 ml Buffer Z (1M sorbitol, 50 mM Tris, pH 7.4) and 10 mM β-Mercaptoethanol, then spheroplasted by adding 250 μl of 20T 10 mg/ml Zymolyase for 1 hr at 30°C. Cell pellets were washed in 1X PBS and crosslinked with 3 mM EGS (ethylene glycol bis(succinimidyl succinate)) for 40 min at 30°C, quenched by addition of glycine, washed, and stored at -80°C. The cell pellets were resuspended in 50 μl of Mbuffer1 and digested with an appropriate amount of MNase (Worthington, #LS004798) to obtain >95% mononucleosomes. The chromatin pellet from four combined reactions was then used for Micro-C XL following the published protocol [49]. Libraries of the recovered ligated dinucleosomal DNA were prepared using NEBNext Ultra II kit (#E7645S, New England Biolabs). Paired-end sequencing was performed on an Illumina NextSeq 500 or NextSeq 2000 at the UVA Genome Analysis and Technology Core, RRID:SCR_018883. Micro-C XL datasets are available at GEO accession number GSE198162.

### Micro-C XL and 3C-seq data analysis

Micro-C XL raw data for each replicate was filtered and mapped into binned and iteratively corrected genome matrix files using the HiC-Pro pipeline [77] on UVA’s high-performance computing Rivanna cluster. Matrix file outputs were further analyzed with the HiTC package in R studio to create the genome and individual chromosome interaction maps presented in this work [78]. A custom awk script was used to parse out the top 10% of annotated genomic interactions presented (S3A and S3B Fig). A custom awk script and the HiTC package was also used to generate subtraction plots for Micro-C XL data and 3C-seq data from a previously reported Brn1 anchor-away experiment with asynchronously grown cells, GEO accession GSE106104 [53]. The control (not depleted) dataset replicates were GSM282946 and GSM282948, while the rapamycin-treated (Brn1-depleted) replicates were GSM282947 and GSM282949. Interaction maps (iteratively corrected or subtraction) for each replicate are provided (S4 Fig). Pooled sequencing data was used for the main figures to maximize resolution. BART3D was used to calculate Differential Chromatin Interaction (DCI scores). The custom awk scripts are available upon request.

### Mating-type switching and donor preference assays

The donor preference assay was performed as previously described [48]. The mating-type switching time course with strains carrying pGAL-HO-URA3 was performed by isolating genomic DNA from cells harvested at each timepoint and the switching detected by relative abundance of *MAT*a and *MAT*α cassettes detected by PCR [27].

### GST-Fob1p purification

Yeast strains were cultured in 2L SC-ura with 2% raffinose to log phase, then centrifuged at 3500 rpm in a F9-4x1000Y rotor (Piramoon Technologies) for 15 min at room temperature. Cells were resuspended and incubated in SC-ura with 2% galactose to induce GST-Fob1 expression for 4 hrs. Following centrifugation and washing, cell pellets were resuspended in 20 ml lysis buffer (50 mM HEPES, pH 7.6, 10% glycerol, 10 mM EDTA, 0.5M NaCl, 1% Triton X-100, 5 mM DTT, 1X protease inhibitor cocktail, 1 mM PMSF) and disrupted with glass beads using a BeadBeater (Biospec Products). The lysate was centrifuged at 15000 rpm in a Sorvall SS-34 rotor for 10 min at 4°C and the soluble extracts diluted with lysis buffer to a final NaCl concentration of 0.1M, then incubated with 2 ml glutathione 4B-sepharose (GE, 17-0756-01) for 4 hr at 4°C. The resin was washed 2 times with wash buffer (50 mM HEPES, pH 7.6, 10% glycerol, 10 mM EDTA, 0.1M NaCl, 1% Triton X-100, 5 mM DTT, 1X protease inhibitor, 1 mM PMSF) and the GST fusion protein was eluted with 400 μl elution buffer (50 mM HEPES, pH 7.6, 10% glycerol, 100 mM NaCl, 1mM DTT, 10 mM glutathione). The eluate was concentrated in a 3K MWCO filter Amicon Ultra centrifugal filter at 14000 g for 10 min at 4°C. Isolation of the fusion protein was confirmed by immunoblot with α-Fob1 antibody (Santa Cruz, sc-98575, 1:1000 dilution).

### EMSA

DNA fragments for EMSA were PCR amplified from genomic DNA with 5’-biotinylated primers (S3 Table), then purified from a 12% polyacrylamide gel. EMSA was performed with a LightShift Chemiluminescent EMSA kit (Thermo Fischer, 20148). 5 ng of probe was incubated with 60 ng GST or GST- Fob1p in 20 μl 1X buffer (10 mM Tris, pH 7.5, 1 mM EDTA, 0.1M KCl, 0.1mM DTT, 5% glycerol) and incubated at 30°C for 30 min. As competitor, 50 ng or 200 ng unlabeled probe was added. The RFB fragment was used a positive control for direct interaction [10], while a nuclear extract supplied with the kit was used as a positive gel shift control. Samples were run on a 6% polyacrylamide gel in 0.5X TBE, transferred to Immobilon-Ny^+^ at 380mA (~100V) for 30 minutes using mini Trans-blot electrophoretic system (Bio-Rad) and autocrosslinked at 120 mJ/cm^2^ in a Stratagene Stratalinker 1800. The biotin-labeled DNA was detected by using LightShift Chemiluminescent EMSA reagents according to the manufacturer’s instructions. Two independent EMSA experiments were performed and the level of specific binding competition with unlabeled probes quantitated (Figs 4D and S2). ImageJ was used for quantifying band intensity.

## Supporting information

S1 Fig ChIP-seq enrichment peaks for Lrs4-myc and Brn1-myc at the rDNA locus. (**A**) IGV snapshot for chromosome XII of ChIP-seq data showing the enrichment of Brn1-myc and Lrs4-myc, and loss of Brn1-myc binding in the *lrs4Δ* mutant. Ctf3-myc is used as a control for non-specific binding independent of centromeres. Tracks were normalized to total read count and comprise the average enrichment across all rDNA repeats. (**B**) ChIP assay with Lrs4-myc showing lack of enrichment on the *RDT1* open reading frame in *MAT*a and *MAT*α cells. Assay was run in biological triplicates with standard deviations calculated.
(TIF)

S2 Fig Quantitation of Fob1 EMSA assay. (**A**) Duplicate EMSA assay recapitulating the representative results reported in Fig 4D. (**B**) Quantitation of bandshift competition from the unlabeled *RDT1* or RFB probes. Band shifts 1 and 2, and the supershift are indicated by asterisks and arrows. Bandshift intensity without any competitor probe was normalized to 100%.
(TIF)

S3 Fig Differential Chromatin Interaction (DCI) analysis of *lrs4Δ* and *fob1Δ* mutants. (**A-B**) Genomic interactions between centromeres (**A**) and telomeres (**B**) across 10 kb bins in *lrs4*Δ and *fob1*Δ. p < 0.05 calculated using a difference of means permutation test of *CEN/TEL* bins versus the rest of the genome. (**C-D**) Distribution of DCI scores for all 5 kb bins in the genome for *lrs4*Δ (**C**) and *fob1*Δ (**D**) compared to Wild Type. (**E-F***)* Ranked list of 5 kb bins with the strongest negative DCI scores. The 5kb bin containing *RDT1* highlighted in red. Analysis was performed with pooled reads from replicate samples.
(TIF)

S4 Fig Individual replicate comparisons of Micro-C XL and 3C-seq interaction heatmaps. (**A-C**) Triplicate WT vs. *lrs4Δ* iteratively corrected contact map comparisons. (**D-F**) Triplicate WT minus *lrs4Δ* interaction subtraction plots. (**G-H**) Duplicate WT vs. *fob1Δ* iteratively corrected contact map comparisons. (**I-J**) Duplicate WT minus *fob1Δ* interaction subtraction plots. Note the consistent loss of *RDT1*-anchored (bin 4) contact across the right arm of chrIII. The color scales indicate maximum and minimum interaction counts from 10kb intervals across the genome.
(TIF)

S5 Fig Micro-C XL and 3C-seq analysis of chrXII conformation. (**A**) Schematic of condensin, cohibin, Tof2, and RENT recruitment to the IGS1 region of rDNA repeats through interactions with Fob1 bound to its TER1 and TER2 binding sites. A TAD-like region between *CEN12* and the rDNA on chrXII is also depicted. (**B-C**) Micro-C XL subtraction plots of chrXII for *lrs4Δ* and *fob1Δ* compared to WT at 10kb resolution. (**D**) 3C-seq subtraction plot for acute Brn1 depletion by anchor-away compared to without depletion. Red shading indicates higher contact frequency in WT and blue shading indicates higher contract frequency in the mutant condition. Subtraction values in panels B-D are arbitrarily scaled to be in the linear color scale range.
(TIF)

S1 Table Excel spreadsheet with Brn1-myc ChIP-seq binding sites showing significantly different enrichment in WT compared to *lrs4Δ* strains.

S2 Table List of yeast strains used in the study.

S3 Table List of oligonucleotides used in the study.

# Supplementary material for: Fob1-dependent condensin recruitment and loop extrusion on yeast chromosome III
**Source:** PLoS Genet. 2023 Apr 14;19(4):e1010705. doi: 10.1371/journal.pgen.1010705
**Supplement:** S2 Table

Supplemental Table S2. Yeast Strains

**Strains**	**Genotype**	**Reference**
ML1	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167</i>	1
ML25B12	<i>MATα his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167</i>	2
ML44	<i>MATa his3Δ200 leu2Δ1 met15Δ0 ura3Δ0 trp1Δ63 SIR2-13xMyc-kanMX4</i>	1
MD99	<i>MATa his3Δ200 leu2Δ1 met15Δ0 ura3Δ0 trp1Δ63 CTF3 13xMyc::KanMX4</i>	This study
RF28	<i>MATa his3Δ200 leu2Δ1 met15Δ0 ura3Δ0 trp1Δ63 FOB1-13xMyc-kanMX4</i>	This study
MD134	<i>MATa his3Δ200 leu2Δ1 met15Δ0 ura3Δ0 trp1Δ63 FOB1-13xMyc-kanMX4 dps2Δ</i>	This study
RF29	<i>MATα his3Δ200 leu2Δ0 met15Δ0 ura3Δ0 trp1Δ63 FOB1-13xMyc-kanMX4</i>	This study
ML149	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 BRN1-13xMyc-kanMX4</i>	3
ML465	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 LRS4-13xMyc-kanMX4</i>	This study
ML526	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 LRS4-13xMyc-kanMX4 dps2Δ</i>	This study
ML468	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 lrs4Δ::kanMX4</i>	This study
ML494	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 BRN1-13xMyc-kanMX4 lrs4Δ::kanMX4</i>	This study
ML152	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 SMC4-13xMyc-kanMX4</i>	3
ML160	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 SMC4-13xMyc-kanMX4 sir2Δ::natMX4</i>	3
ML161	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 BRN1-13xMyc-kanMX4 sir2Δ::natMX4</i>	3
SY337	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 MCM1-13xmyc-HIS3MX</i>	4
RF186	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 CSM1-5xFlag-hphMX4</i>	This study
ML506	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 MCM1-13xMyc-HIS3MX CSM1-5xFlag-hphMX6</i>	This study
MD73	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 BRN1-13xMyc-kanMX4 LRS4-3xHA-TRP1</i>	This study
ML440	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 [pGAL-HO-URA3]</i>	2
MD69	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167, lrs4Δ::kanMX4 [pGAL-HO-URA3]</i>	This study
ML458	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 sir2Δ::KanMX4 [pGAL-HO-URA3]</i>	2
ML444	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 BRN1-13xMyc-kanMX4 [pGAL-HO-URA3]</i>	This study
XW652	<i>MATa ho ade3::GAL::HO HMLα RE HMRα-B ura3-52 lys5 leu2-3,112 trp1::hisG</i>	5
XW676	<i>MATa ho ade3::GAL::HO HMLα REΔ::URA3 HMRα-B ade1 leu2 trp1 ura3-52</i>	5

SY762	XW652 made <i>lrs4Δ::kanMX4</i>	This study
MD135	XW652 made <i>fob1Δ::kanMX4</i>	This study
W303a	<i>MATa ade2- 1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100</i>	
W303b	<i>MATα ade2- 1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100</i>	
MD89	ML465, <i>fob1Δ::natMX4</i>	This study
MD90	ML149, <i>fob1Δ::natMX4</i>	This study
MD92	ML465, <i>tof2Δ::natMX4</i>	This study
MD93	ML149, <i>tof2Δ::natMX4</i>	This study
MD117	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 [pYES2.URA.GST-FOB1]</i>	This study
MD113	<i>MATa his3Δ200 leu2Δ1 met15Δ0 trp1Δ63 ura3-167 fob1Δ::kanMX4</i>	This study
NOY891	<i>MATa ade2-1 ura3-1 trp1-1 leu2-3,112 his3-11 can1-100 rdnΔΔ::HIS3 [pNOY353]</i>	6
MD115	<i>MATa ade2-1 ura3-1 trp1-1 leu2-3,112 his3-11 can1-100 rdnΔΔ::HIS3 BRN1-myc::KanMX [pNOY353]</i>	This study
MD116	<i>MATa ade2-1 ura3-1 trp1-1 leu2-3,112 his3-11 can1-100 rdnΔΔ::HIS3 LRS4-myc::KanMX [pNOY353]</i>	This study
MD120	<i>MATa ade2-1 ura3-1 trp1-1 leu2-3,112 his3-11 can1-100 rdnΔΔ::HIS3 SIR2-myc::KanMX [pNOY353]</i>	This study
MD121	<i>MATa ade2-1 ura3-1 trp1-1 leu2-3,112 his3-11 can1-100 rdnΔΔ::HIS3 FOB1-myc::KanMX [pNOY353]</i>	This study

References

1. Li, M., Petteys, B.J., McClure, J.M., Valsakumar, V., Bekiranov, S., Frank, E.L., and Smith, J.S. Thiamine biosynthesis in *Saccharomyces cerevisiae* is regulated by the NAD⁺-dependent histone deacetylase Hst1. *Mol Cell Biol.* 2010;30(13):3329-41. PMID: 20439498.
2. Li, M., Fine, R.D., Dinda, M., Bekiranov, S., and Smith, J.S. A Sir2-regulated locus control region in the recombination enhancer of *Saccharomyces cerevisiae* specifies chromosome III structure. *PLoS Genet.* 2019;15(8): e1008339. PMID: 31461456.
3. Li, M., Valsakumar, V., Poorey, K., Bekiranov, S., and Smith, J.S. Genome-wide analysis of functional sirtuin chromatin targets in yeast. *Genome Biol.* 2013;14(5): R48. PMID: 23710766.
4. Yoon, S., Govind, C.K., Qiu, H., Kim, S.J., Dong, J., and Hinnebusch, A.G. Recruitment of the ArgR/Mcm1p repressor is stimulated by the activator Gcn4p: a self-checking activation mechanism. *Proc Natl Acad Sci U S A.* 2004;101(32): 11713-8. PMID: 15289616.
5. Li, J., Coic, E., Lee, K., Lee, C.S., Kim, J.A., Wu, Q., and Haber, J.E. Regulation of budding yeast mating-type switching donor preference by the FHA domain of Fkh1. *PLoS Genet.* 2012;8(4): e1002630. PMID: 22496671.
6. Wai, H.H., Vu, L., Oakes, M., and Nomura, M. Complete deletion of yeast chromosomal rDNA repeats and integration of a new rDNA repeat: use of rDNA deletion strains for functional analysis of rDNA promoter elements *in vivo*. *Nucleic Acids Res.* 2000;28(18): 3524-34. PMID: 10982872.

# Supplementary material for: Fob1-dependent condensin recruitment and loop extrusion on yeast chromosome III
**Source:** PLoS Genet. 2023 Apr 14;19(4):e1010705. doi: 10.1371/journal.pgen.1010705
**Supplement:** S3 Table

Supplemental Table S3. Oligonucleotides

Name	Description	DNA sequence
JS301	<i>MATa</i> / <i>MATα</i> PCR primer (FW)	AGTCACATCAAGATCGTTTATGG
JS302	<i>MATα</i> specific PCR primer (RV)	GCACGGAATATGGGACTACTTCG
JS854	<i>MATa</i> specific PCR primer (RV)	ACTCCACTTCAAGTAAGAGTTTC
JS467	<i>kanMX</i> 5'-out detection	TACGGGCGACAGTCACATCATG
JS1830	<i>SCR1</i> PCR primer (FW)	AATGGCTTTCTGGTGGGATG
JS1831	<i>SCR1</i> PCR primer (RV)	TTGTTCTCGGCCAGAATTC
JS2791	<i>CSM1</i> -3xFlag (FW)	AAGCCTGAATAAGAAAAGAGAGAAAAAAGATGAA<br>ACCGAG CGGATCCCCGGGTAAATTAA
JS2792	<i>CSM1</i> -3xFlag (RV)	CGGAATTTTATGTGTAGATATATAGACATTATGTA<br>GCAGC GAATTCGAGCTCGTTTAAAC
JS2787	<i>MCM1</i> -13xMyc (FW)	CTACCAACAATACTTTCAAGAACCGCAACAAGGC<br>CAATACCGGATCCCCGGGTAAATTAA
JS2788	<i>MCM1</i> -13xMyc (RV)	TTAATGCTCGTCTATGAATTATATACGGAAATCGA<br>TAAGAGAATTCGAGCTCGTTTAAAC
JS2127	<i>BRN1</i> -13xMyc (FW)	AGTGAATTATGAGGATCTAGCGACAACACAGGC<br>AGCGTCACGGATCCCCGGGTAAATTAA
JS2128	<i>BRN1</i> -13xMyc (RV)	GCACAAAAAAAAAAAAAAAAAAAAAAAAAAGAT<br>CATCAAGAATTCGAGCTCGTTTAAAC
JS2134	<i>SMC4</i> -13xMyc (FW)	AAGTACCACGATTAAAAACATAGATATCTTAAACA<br>GAACTCGGATCCCCGGGTAAATTAA
JS2135	<i>SMC4</i> -13xMyc (RV)	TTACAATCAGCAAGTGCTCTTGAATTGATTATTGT<br>ACTAGGAATTCGAGCTCGTTTAAAC
JS2789	<i>LRS4</i> -13xMyc (FW)	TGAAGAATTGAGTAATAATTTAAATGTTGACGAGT<br>TTGTA CGGATCCCCGGGTAAATTAA
JS2790	<i>LRS4</i> -13xMyc (RV)	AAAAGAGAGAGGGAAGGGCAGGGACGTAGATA<br>GCTGTTAC GAATTCGAGCTCGTTTAAAC
JS1191	<i>SIR2</i> -13xMyc (FW)	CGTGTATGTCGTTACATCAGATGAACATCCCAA<br>ACCCTCCGGATCCCCGGGTAAATTAA
JS1192	<i>SIR2</i> -13xMyc (RV)	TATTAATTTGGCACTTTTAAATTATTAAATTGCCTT<br>CTACGAATTCGAGCTCGTTTAAAC
JS3273	<i>CTF3</i> -13xMyc (FW)	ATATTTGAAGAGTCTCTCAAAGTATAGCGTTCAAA<br>ATTCTCGGATCCCCGGGTAAATTAA
JS3274	<i>CTF3</i> -13xMyc (RV)	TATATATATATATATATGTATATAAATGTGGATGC<br>ATATTGAATTCGAGCTCGTTTAAAC
JS3266	<i>FOB1</i> -13xMyc (FW)	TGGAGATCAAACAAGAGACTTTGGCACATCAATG<br>GAATTGCGGATCCCCGGGTAAATTAA
JS3267	<i>FOB1</i> -13xMyc (RV)	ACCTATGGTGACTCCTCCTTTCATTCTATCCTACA<br>TATTAGAATTCGAGCTCGTTTAAAC
JS3191	<i>LRS4</i> -3xHA (FW)	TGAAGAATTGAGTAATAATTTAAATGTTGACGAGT<br>TTGTACGGATCCCCGGGTAAATTAA
JS2790	<i>LRS4</i> -3xHA (RV)	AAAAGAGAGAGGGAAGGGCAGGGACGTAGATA<br>GCTGTTAC GAATTCGAGCTCGTTTAAAC
JS2858	<i>rdt1Δ</i> using pCORE (FW)	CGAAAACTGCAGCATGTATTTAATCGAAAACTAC<br>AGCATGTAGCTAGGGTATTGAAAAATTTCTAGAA<br>CCAGAAATAATCGAAAGCATTAA
JS2859	<i>rdt1Δ</i> using pCORE (RV)	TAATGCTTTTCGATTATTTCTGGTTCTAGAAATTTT

		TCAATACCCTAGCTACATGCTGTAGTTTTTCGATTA<br>AATACATGCTGCAGTTTTTCG
JS2444	pCORE 100bpΔ replacement (FW)	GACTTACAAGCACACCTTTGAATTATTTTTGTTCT<br>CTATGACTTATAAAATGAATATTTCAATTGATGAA<br>TAGCTATATA
JS2445	pCORE 100bpΔ replacement (RV)	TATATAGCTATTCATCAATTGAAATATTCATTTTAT<br>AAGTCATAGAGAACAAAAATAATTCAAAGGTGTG<br>CTTGTAAGTC
JS3073	<i>RDT1</i> promoter ChIP as well as <i>RDT1</i> unlabelled EMSA (FW)	TGCTAGTGTTTGCAAGATGGTGC
JS3074	<i>RDT1</i> promoter ChIP as well as <i>RDT1</i> unlabelled EMSA (RV)	AGGAGCAGAAACGTGGCAAT
JS1100	<i>NTS1</i> ChIP (FW)	TGTTAGTGCGAGGAAAGCGGG
JS1101	<i>NTS1</i> ChIP (RV)	CTACACCCTCGTTTAGTTGC
JS3044	<i>lrs4</i> Δ <i>natMX</i> (FW)	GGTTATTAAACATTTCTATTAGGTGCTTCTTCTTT<br>GCCGC GATTGTACTGAGAGTGCACC
JS3045	<i>lrs4</i> Δ <i>natMX</i> (RV)	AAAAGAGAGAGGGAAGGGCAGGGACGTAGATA<br>GCTGTTAC CTGTGCGGTATTTT ACACCG
JS3257	<i>tof2</i> Δ <i>natMX</i> (FW)	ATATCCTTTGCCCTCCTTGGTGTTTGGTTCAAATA<br>AGTAACGGCGCGCAAGCAAAAATTACGGC
JS3258	<i>tof2</i> Δ <i>natMX</i> (RV)	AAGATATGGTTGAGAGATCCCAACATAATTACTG<br>ACAGACCGGCGTTAGTATCGAATCGACAGC
JS900	<i>fob1</i> Δ <i>natMX</i> (FW)	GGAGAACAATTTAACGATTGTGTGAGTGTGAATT<br>TGTGCT CGGCGCGAAGCAAAAATTACGGC
JS901	<i>fob1</i> Δ <i>natMX</i> (RV)	CAC CTA TGA CTC CTC CTT TCA TTC TAT CCT<br>ACA TAT TCG GCG TTA GTA TCG AAT CGA CAG<br>C
JS2665	<i>SCR1</i> ORF (FW)	CGTTGAGAATTCTGGCCGAG
JS2666	<i>SCR1</i> ORF (RV)	GTAAATCCTGATGGCACC GC
JS2669	KanC3	CCTCGACATCATCTGCCCAGAT
JS3301	GST-Fob1_infusion_HindIII (FW)	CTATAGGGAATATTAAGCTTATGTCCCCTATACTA<br>GGTTATTGG
JS3302	GST-Fob1_infusion_XbaI (RV)	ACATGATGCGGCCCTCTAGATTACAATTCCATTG<br>ATGTGCCAAAG
JS3305	100bp_labelled EMSA (FW)	biotin-TGCTAGTGTTTGCAAGATGGTGC
JS3306	RFB_labelled EMSA (FW)	biotin-ATTCTCTAAACTTATACAAGCACT
JS3307	RFB_unlabelled EMSA (FW)	ATTCTCTAAACTTATACAAGCACT
JS3308	RFB_unlabelled EMSA (RV)	ATCAGAGCGGCAAACATG

How the deposited data were processed for this re-analysis (not part of the article)

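Micro-C XL libraries of *MAT*a cells from asynchronous cultures were analysed: 3 of WT, 3 of *lrs4Δ* and 2 of *fob1Δ*. According to the submitters' processing notes, the authors mapped the read pairs to sacCer3 with Bowtie2 in HiC-Pro, filtered them, counted them in 10 kb bins and balanced the matrices by iterative correction. Versions are not given in the sources used here. The deposited signal of each bin pair is this balanced contact value, for each library and for 3 matrices of pooled replicates. The authors also deposited 7 subtraction matrices (WT minus mutant), whose other values are differences of balanced matrices after a scaling that the paper calls arbitrary. The bins cover 16 chromosomes (1216 bins) and the mitochondrial genome (9 bins). The reference sequence used for coordinates is R64, whose chromosome lengths match the bins of sacCer3.

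Balanced values are read pair counts multiplied by a factor for each bin. These factors were solved for, and the counts were recovered from the matrices of the 8 libraries and of the pooled WT and *lrs4Δ* replicates. The pooled *fob1Δ* matrix did not give whole counts and was used as deposited. The recovery was tested on simulated data, where 100% of the counts came back. The recovered depth was 3503674 to 43112088 nuclear read pairs, of which 978717 to 5606821 joined different bins. A bin pair on chrIII with a median of 3 or 4 read pairs, as in *lrs4Δ* replicates 1 and 2, is imprecise by itself, so regions were measured over many bin pairs.

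The main design, set before the data were examined, assumed 8 samples. WT replicates 1 and 2 differed by less than the sampling noise and were then counted as 1 sample, their mean. This choice was made after the data were seen, and 7 samples entered the main fits. The fits with the replicate number as a block used all 8 libraries. The matrices were scaled to the median total, which includes the pairs within a bin. Values not divided by the expected contact therefore also vary with the share of such pairs. The expected contact is the mean scaled value at each distance over the pairs of the 1185 bins with values in every library. The contact score of a bin is the log2 of its mean observed/expected contact with the bins 10 to 200 kb away, with at least 10 partners. Scores were compared with limma (lmFit and eBayes without trend, 4 residual and 7.38 prior degrees of freedom), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Bin pairs at least 20 kb apart with a mean scaled value of at least 1 (47531 pairs) were compared with limma with trend on the log2 ratio of observed to expected contacts after adding a pseudocount of 0.5 to each. Regions were measured as the log2 of the mean observed/expected contact over their bin pairs and compared by two-sided exact permutation of the samples and, as sets of bin pairs, by camera with estimated correlation, adjusted over 8 tests in every setting. The 13 groups of bins were tested with camera in the same way. Contacts of 120 chromosome pairs were divided by the mean interchromosomal contact of the sample and compared with limma. The overlap of the mutants was set against 100 simulations of unchanged groups that share the WT samples, with the same spread for all samples of a bin.

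The regions named in the text follow a rule: every locus on chrIII and chrXII and every gene that the paper names, by its bin; the 10 largest decreases and increases with an adjusted p under 0.05 whose mutant replicates all lie on the same side of WT, and the 5 largest of each outside chrIII and chrXII; every group of bins; and the bins of the 7 sites of S1 Table with Fold below -1. S1 Table was read before the rule was written. Bins named outside the rule are marked where they appear.

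The alternatives tried were no distance normalization, a ratio of sums, partners up to 100 kb or 400 kb or from 20 kb on, other pseudocounts and filters, quantile normalization, an expected contact without chromosomes III and XII, chromosome pairs scaled to the total only or without the bins near centromeres and ends, a robust prior, fits of only the groups compared, the replicate number as a block, the pooled matrices, camera with a preset correlation, other definitions of the top contacts, and leaving out each library. The score of the paper, computed by BART3D in 5 kb segments, was not computed, since the matrices used here have 10 kb bins. In simulated data with 200 of 1185 bins changed between WT and *lrs4Δ*, the fit recovered 1.5% of changes of 0.25, 94.5% of 0.5 and 100% of 1 (log2). The changed bins were drawn at random, and all samples of a bin had the same spread. These shares do not hold for bins with a wide or unequal spread. The *RDT1* bin, at -0.94 in *lrs4Δ* and -1.07 in *fob1Δ*, was not called in the main fit. R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Assays other than Micro-C XL and the Brn1 depletion data are not analysed here.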

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

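The tests of random ligation and of a mixture of cells in *lrs4Δ* replicate 1, and both tests of the *FOB1* bin, were chosen after the result was seen.

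Read pairs that touch the mitochondrial genome, which the paper does not discuss, made up 1.97% of *lrs4Δ* replicate 2, above the level of WT replicates 1 and 2 (0.847% and 0.831%). WT replicate 3 has values in 0 of the 9 mitochondrial bins and gives no level to compare. The other *lrs4Δ* replicates had 0.256% and 0.100%, and the *fob1Δ* libraries 0.0768%, with values in 3 of the 9 bins, and 0.179%. No explanation was tested.

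The contact of the *RDT1* bin with the bins to its right was lowered less in *lrs4Δ* replicate 1 (1.20 on the log2 observed/expected scale) than in replicates 2 and 3. Replicate 3 thinned to the read pairs of replicate 1 gave 0.38 ± 0.12 (SD, 50 thinned maps), which argues against the sampling noise of a lower number of read pairs. The mean of such maps stays the same by design, and they were not balanced again. An effect of the number of read pairs through the balancing was therefore not tested. Contact within the right side of chrXII was 0.24 in replicate 1, outside the range from 0.40 to 0.53 of WT and the other *lrs4Δ* replicates (SD of WT 0.05), which argues against a plain mixture of *lrs4Δ* and WT cells by itself. More random ligation in replicate 1 stays open: of its read pairs between bins 45.7% joined different chromosomes, against 41.4% and 32.2% in replicates 2 and 3, and of its read pairs with a mitochondrial end 10.3% joined the nuclear genome, against less than 2% in replicate 2 and 1.05% in replicate 3. The first share lies within the range of the WT and *fob1Δ* libraries, 42.7% to 46.8%, and does not mark replicate 1. The second is above the 1.60% and 1.81% of WT replicates 1 and 2 and the 2.58% and 5.68% of the *fob1Δ* libraries, as random ligation would make it, but random ligation that is even over the genome draws contact toward the expected level, and the *RDT1* contact of replicate 1 lay further above it than that of replicates 2 and 3. Whether random ligation was even was not tested. A difference between cultures stays open, and no biological explanation was tested.

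The *FOB1* bin was not lowered in the library labelled *fob1Δ* replicate 1 (0.44, with -0.27 expected of a deletion). Its *RDT1* contact of 0.545 lay far below the WT samples, at 1.73 and 1.87 (SD 0.10), which argues against a WT library under this label. Its coverage varied between bins with an SD of 0.34 (estimated from the median absolute value), more than the expected fall. The *FOB1* bin lay above the expected value by slightly more than 2 times this spread, so uneven coverage and a retained gene cannot be told apart. The paper's other assays of *fob1Δ* strains do not settle which cells gave this library.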

How the results depend on the processing

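Counting WT replicates 1 and 2 as 1 sample was chosen after the data were seen, as was the count of telomere pairs with values in every library. The design set before kept the WT replicates separate. Since WT replicates 1 and 2 differed by less than the sampling noise, p-values from fits that keep them separate can be too small. Of 261 alternative values other than those that leave out a library, 212 kept their direction and their side of the threshold or moved within the spread, 11 passed a threshold that was not passed before, 30 moved and 8 changed direction. Of 353 values without a library the numbers were 300, 6, 25 and 9, and 13 no longer passed, all of them sets of bin pairs in camera. The cause was not tested in any of these cases. The median bin pair on chrIII held the fewest read pairs in *lrs4Δ* replicates 1 and 2 (3 and 4).

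Changed bins in *lrs4Δ* numbered 7 with partners up to 100 kb, 2 with a robust prior and 10 with WT replicates 1 and 2 as separate samples. In *fob1Δ* they numbered 0 without distance normalization, 0 as a ratio of sums, 0 with partners up to 100 kb, 0 up to 400 kb and 0 from 20 kb on, 9 in a fit of the groups compared and 8 with separate WT replicates. The *RDT1* bin passed the threshold in *lrs4Δ* with partners up to 100 kb (-0.74, adjusted p = 0.0382 from limma) and with separate WT replicates (-0.94, adjusted p = 0.0484 from limma), and in *fob1Δ* in a fit of the groups compared (-1.07, adjusted p = 0.000374 from limma) and with separate WT replicates (-1.07, adjusted p = 0.0493 from limma).

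The replicate numbers do not pair the samples: deviations of samples with the same number correlated with 0.04, -0.04 and 0.01 between WT and *lrs4Δ* and with 0.04 and -0.02 between WT and *fob1Δ*, although with 0.17 and 0.12 between *lrs4Δ* and *fob1Δ*. The block needs all 8 libraries, with WT replicates 1 and 2 apart, which alone raised the number of changed bins to 10 and 8, so its results cannot be put down to the block alone. With the replicate number as a block, 14 bins were called in *lrs4Δ* and 6 in *fob1Δ*, the *RDT1* bin was at -0.94 (adjusted p = 0.0246 from limma) and -1.13 (adjusted p = 0.0248 from limma), and contact within the right side of chrXII in *lrs4Δ* was at 0.00712, as with separate WT replicates (0.00712).

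Without distance normalization the *RDT1* rightward difference was -0.81 in *fob1Δ*, *HML*-*HMR* -0.95 in *lrs4Δ*, *HMR*-*MAT* -0.22 in *lrs4Δ*, the *CEN12*-rDNA region -0.48 in *lrs4Δ* and -0.37 in *fob1Δ*, its contact with the right side -0.18 in *lrs4Δ*, contact within the right side -0.30 in *lrs4Δ* and 0.0257 in *fob1Δ*, the part near the rDNA minus the part near *CEN12* -0.11 in *fob1Δ*, and the correlation of the mutants -0.32. In the authors' pooled maps contact of the chrXII region with the right side was -0.0375 and contact within the right side 0.0848 in *lrs4Δ*. The correlation of the mutants was 0.27 without chromosomes III and XII.

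The correlation of the *RDT1* loss with distance in *lrs4Δ* was 0.00351 on linear values and 0.48 on log2 values over bins up to 200 kb, and 0.37 on log2 values of the pooled maps. In *fob1Δ* it was 0.25 on log2 values of the pooled maps and 0.23 with separate WT replicates. Telomere pairs with values in every library numbered 57 in WT and 72 in *fob1Δ*. With a preset correlation 2 groups of bins passed in *lrs4Δ* and 4 in *fob1Δ*, with separate WT replicates 1 in *fob1Δ*, and 3 bins were called in both mutants with separate WT replicates.

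Leaving out each library in turn gave these ranges; a lone sample is assumed to vary like the other groups. Changed bins were 0 to 30 in *lrs4Δ*, 0 to 9 in *fob1Δ* and 0 to 1 between the mutants. The *RDT1* bin was at -1.22 to -0.78 in *lrs4Δ* and -1.09 to -1.04 in *fob1Δ*, where it passed the threshold without *lrs4Δ* replicate 1 (adjusted p = 7.24e-05 from limma) and without *lrs4Δ* replicate 2 (adjusted p = 0.0331 from limma), as it did in *lrs4Δ* without *lrs4Δ* replicate 1. In *lrs4Δ* the mean over the bin pairs in camera was -1.48 to -1.06 for *RDT1*, -0.45 to -0.31 for the chrXII region, -0.0448 to 0.36 for its contact with the right side and -0.18 to 0.0431 within the right side. In *fob1Δ* it was -1.26 to -1.16 for *RDT1* and -0.55 to -0.43 for the chrXII region. The *RDT1* set no longer passed without WT replicate 3, *lrs4Δ* replicate 3, the library labelled *fob1Δ* replicate 1 or *fob1Δ* replicate 2 in either mutant, nor without *lrs4Δ* replicate 2 in *lrs4Δ*. The chrXII set no longer passed without WT replicate 3 in either mutant, nor without *lrs4Δ* replicate 1 or 3 in *lrs4Δ*. The region values in *lrs4Δ* were -0.64 to -0.31 for *HML*-*HMR*, -0.19 to 1.07 for the chrIII ends, -0.11 to 0.51 for *HMR*-*MAT*, -0.15 to 0.32 for the chrXII region with the right side (-0.16 to 0.0337 in *fob1Δ*) and -0.0552 to 0.0924 within the right side. The linear correlation with distance was -0.80 to 0.00733 in *lrs4Δ* and -0.59 to -0.43 in *fob1Δ*, the log2 correlation 0.47 to 0.61 and 0.16 to 0.29. Changed chromosome pairs were 0 to 4 and 0 to 1, groups of bins 0 to 2 and 0 to 1, the correlation of the mutants 0.36 to 0.64, and bins called in both 0 to 8. The changes of direction in *lrs4Δ* came without *lrs4Δ* replicate 1, and for contact within the right side of chrXII also without WT replicate 3 (0.0294). That in *fob1Δ* came without *fob1Δ* replicate 2.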

Differences from the paper's values

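No test in this part was chosen after the result was seen. The main values from the replicates do count WT replicates 1 and 2 as 1 sample, a choice made after the data were seen. The paper states a rank for the *RDT1* segment in each mutant, among the 20 lowest scores in *lrs4Δ* and the top hit in *fob1Δ*, and the rank of the *RDT1* bin was 1 in both. Among the alternatives set before the data were examined, the rank in *lrs4Δ* lay outside the paper's 20 without distance normalization (53) and as a ratio of sums (40). In *fob1Δ* it was 635 and 650 under these, 4 by a paired score of the pooled maps, 2 without WT replicate 3 and 3 without *fob1Δ* replicate 2. The paper's scores are for 5 kb segments and the ranks here are for 10 kb bins.

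The paper states that the segments with the strongest loss in *lrs4Δ* were mostly from chrXII between the centromere and the rDNA. Of the 20 lowest bins in *lrs4Δ*, 3 were in this region and 17 on chrIII. By the log2 ratio of the pooled maps 3 and 15 were, with partners up to 100 kb 7 and 12, and with partners up to 400 kb 0 and 20. No ranking that was run placed most of the 20 in the chrXII region in *lrs4Δ*. In *fob1Δ* 12 of the 20 were in it.

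The paper states that contact between the disrupted chrXII region and the right side of chrXII became more frequent in the mutants. The log2 differences were 0.13 in *lrs4Δ* and -0.05 in *fob1Δ*, and -0.0375 and -0.08 in the authors' pooled maps. As the mean of the log2 differences of the 954 bin pairs that passed the filter they were 0.18 and 0.15, in the direction the paper gives. With a library left out this mean ran from -0.0448 (without *lrs4Δ* replicate 1) to 0.36 in *lrs4Δ*. In *fob1Δ* it ran from 0.0547 to 0.24. In *lrs4Δ* only replicate 1, at -0.48, was above both WT samples.

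The paper states that deleting *FOB1* came with substantial contact within the right side of chrXII. The difference from WT was 0.11 on the log2 scale, in the direction the paper gives, and 0.0257 without distance normalization.

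The paper describes a gradient that diminishes to the right of *RDT1*. In the authors' pooled maps the Spearman correlation of the linear differences with distance was -0.51 in *lrs4Δ* and -0.57 in *fob1Δ*, in the direction the paper gives. In the replicates scaled to the same total, pairs within a bin included, it was -0.58 in *fob1Δ* and -0.14 in *lrs4Δ*, with 0.34 in *lrs4Δ* replicate 2. In the log2 ratios it was 0.60 in *lrs4Δ* and 0.19 in *fob1Δ*.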

Other observations

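All the tests of explanations in this part were written before their results were seen.

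Loss of contact in the mutants was spread over chrIII and not limited to the *RDT1* bin. In *lrs4Δ* 31 of 32 chrIII bins had a lower score than in WT, and in *fob1Δ* 32 of 32, although the chromosome as a group did not pass the adjusted test. In *lrs4Δ* the *CEN3* bin was among the lowest (-0.67), while in *fob1Δ* it was at -0.10. The bin of *CSM1*, the gene of the other cohibin subunit, lies in the right arm and was at -0.39 (SE 0.10) in *lrs4Δ* and -0.25 (SE 0.11) in *fob1Δ*.

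Several sources of the chrIII-wide loss were examined. Without the *RDT1* bin as a partner, 93.5% of the mean fall of the other chrIII bins stayed in *lrs4Δ* and 85.8% in *fob1Δ*. This part of the fall lies in contacts that do not include the *RDT1* bin. It argues against direct contacts with the *RDT1* bin as the main source. Leaving out a partner cannot show whether *RDT1* affects contacts between other chrIII bins, and such an effect was not tested. The bins of the small chromosomes I, VI and IX had a mean of -0.0569 in *lrs4Δ* and 0.0813 in *fob1Δ*, which argues against a shift of small chromosomes. After a fit on GC content the chrIII mean was -0.45 in *lrs4Δ* and -0.37 in *fob1Δ*, which argues against a GC trend. A chromosome-wide effect of the deletions on chrIII may stay as a hypothesis, found and tested on the same data.

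No bin differed between the mutants at an adjusted p under 0.05 (limma, 0 of 1185, with 90 at an unadjusted p under 0.05). The bins of the genes *CLN3* and *CLB2* were at 0.00 and 0.15 in *lrs4Δ* and at 0.31 and 0.10 in *fob1Δ*.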
